# Tbx20 Induction Promotes Zebrafish Heart Regeneration by Inducing Cardiomyocyte Dedifferentiation and Endocardial Expansion

**DOI:** 10.3389/fcell.2020.00738

**Published:** 2020-08-04

**Authors:** Yabo Fang, Kaa Seng Lai, Peilu She, Jianjian Sun, Wufan Tao, Tao P. Zhong

**Keywords:** Tbx20, heart regeneration, cardiomyocyte dedifferentiation, endocardium, BMP signaling, zebrafish

## Abstract

Heart regeneration requires replenishment of lost cardiomyocytes (CMs) and cells of the endocardial lining. However, the signaling regulation and transcriptional control of myocardial dedifferentiation and endocardial activation are incompletely understood during cardiac regeneration. Here, we report that T-Box Transcription Factor 20 (Tbx20) is induced rapidly in the myocardial wound edge in response to various sources of cardiac damages in zebrafish. Inducing Tbx20 specifically in the adult myocardium promotes injury-induced CM proliferation through CM dedifferentiation, leading to loss of CM cellular contacts and re-expression of cardiac embryonic or fetal gene programs. Unexpectedly, we identify that myocardial Tbx20 induction activates the endocardium at the injury site with enhanced endocardial cell extension and proliferation, where it induces the endocardial Bone morphogenetic protein 6 (Bmp6) signaling. Pharmacologically inactivating endocardial Bmp6 signaling reduces expression of its targets, Id1 and Id2b, attenuating the increased endocardial regeneration in *tbx20*-overexpressing hearts. Altogether, our study demonstrates that Tbx20 induction promotes adult heart regeneration by inducing cardiomyocyte dedifferentiation as well as non-cell-autonomously enhancing endocardial cell regeneration.

## Introduction

Adult mammalian hearts have limited regeneration capacity in response to cardiac damage. Injured hearts lose cardiac muscle and replace with fibrotic scar tissue, ultimately leading to arrhythmia and heart dysfunction (Xin et al., 2013; Tzahor and Poss, 2017). However, zebrafish and neonatal murine hearts exhibit increased regeneration capacity after various insults (Kikuchi and Poss, 2012; Li et al., 2015). Heart regeneration occurs through diverse mechanisms including activation of epicardial, myocardial, or endocardial tissues (Kikuchi and Poss, 2012). Although various mitogenic factors and signaling pathways have been identified to enhance heart regeneration (Kim et al., 2010; Heallen et al., 2013; D’Uva et al., 2015; Gemberling et al., 2015; Wang et al., 2015; Liu and Zhong, 2017; Mohamed et al., 2018; Singh et al., 2018), the signaling and transcriptional control of heart regeneration by myocardial dedifferentiation and endocardial activation are largely unknown. Understanding injury-induced heart regeneration will provide therapeutic strategies to empower regenerative capacity to the diseased human heart.

T-box transcription factor 20 (Tbx20), a key cardiac transcriptional factor, is required for heart development and homeostasis (Greulich et al., 2011). In humans, the heterozygous nonsense or missense mutations of *TBX20* are associated with diverse cardiac pathologies such as dilated cardiomyopathy, atrial septal defect, cardiac valve defects and tetralogy of Fallot (Kirk et al., 2007; Huang et al., 2017). Both *tbx20*-null zebrafish and mice are embryonic lethal and exhibit deleterious cardiovascular malformations with defects of CM proliferation and heart tube looping (Cai et al., 2005; Singh et al., 2005; Lu et al., 2017). *Tbx20*-deficient mice also display defects in cardiac chamber differentiation, endocardial cushion formation, and atrioventricular canal (AVC) patterning (Singh et al., 2005; Stennard et al., 2005; Shelton and Yutzey, 2007; Cai et al., 2013). Myocardial-specific *Tbx20* ablation in adult mice leads to thinner ventricle wall and cardiomyopathy accompanied with arrhythmias (Shen et al., 2011; Sakabe et al., 2012). Conversely, inducible *tbx20* overexpression in embryonic cardiomyocytes leads to increased CM proliferation and thickening of the myocardium in adult hearts (Chakraborty et al., 2013). Myocardial-specific *tbx20* overexpression in zebrafish embryos also results in enlarged heart with both increased cardiac progenitor cell formation and the proliferation of differentiated CMs (Lu et al., 2017). Recent studies report that *Tbx20* overexpression in adult mouse hearts after myocardial infarction increases CM proliferation in the injury border zone and improves cardiac function recovery (Xiang et al., 2016). Despite that previous studies demonstrate essential roles of Tbx20 transcription factor during heart development, injury repair and congenital heart disease, it is currently not understood whether and how endocardial cells respond to Tbx20 induction in the myocardium after cardiac damage, and the extent to which Tbx20 regulates CM dedifferentiation and proliferation during heart regeneration.

The heart develops through generation of CMs and tightly associated endocardial cells (Staudt and Stainier, 2012). Endocardial cells represent a subset of a larger endothelial cell pool (Harris and Black, 2010). During development, the endocardium is organized into arterial and venous subpopulations with comparable gene expression profiles (Staudt and Stainier, 2012). Endocardial differentiation and growth occur without an accretion of external cells, in a manner independent of vascular endothelial growth factor (VEGF) signaling (Dietrich et al., 2014). After cardiac injury, activated endocardium coincides with changes in cell morphology and gene expression (Kikuchi et al., 2011b). The activation and maturation of the endocardium require Notch signaling, which supports myocardial regeneration (Munch et al., 2017; Zhao et al., 2019). However, no signaling factor or molecular program has been shown to be essential for endocardial cell proliferation during zebrafish heart regeneration.

In this report, we have determined Bmp6 signaling as an early endocardial injury-response to myocardial Tbx20 induction, which promotes endocardial cell regeneration, a previously unrecognized mechanism. Tbx20 is also sufficient to induce injury-induced CM dedifferentiation, thus stimulate CM proliferation. Overall, our findings reveal novel roles and distinct mechanisms of myocardial Tbx20-mediated network in governing cardiac muscle production and endocardial cell proliferation during heart regeneration.

## Results

### Tbx20 Is Induced in the Regenerating Zebrafish Heart Following Injury

To define the spatiotemporal expression pattern of T-Box Transcription Factor 20 (Tbx20) during adult heart regeneration, we first evaluated *tbx20* expression during the window of zebrafish cardiac regeneration by *in situ* hybridization (ISH). In the uninjured adult heart, we detected faint *tbx20* expression in the ventricles and atriums (Figures 1A,B). Within 1 day post amputation (dpa), *tbx20* expression was induced in both the myocardium and atrial epicardium (Figures 1C,D). By 3 dpa, *tbx20* was strongly upregulated in the ventricular and the atrial myocardium (Figures 1E,F). Specifically, more *tbx20*^+^ cells were accumulated in the injury border zone of the ventricle compared to the remote (uninjured) zone at 3 dpa and 7 dpa (Figures 1E–H). Furthermore, qPCR analyses validated the marked upregulation of *tbx20* at the border zone of injured ventricles and the atrium at 1 dpa, 3 dpa and 7 dpa (Supplementary Figure S1A). The induction of *tbx20* at the injury border zone and the atrial epicardium was also detectable at 5 days post cardiac cryoinjury (dpci), an independent injury approach (Supplementary Figures S1B–E). However, *tbx20* induction at the atrial epicardium was hardly detectable at uninjured hearts (Figure 1B and Supplementary Figure S1D). As controls, *tbx20* transcripts were not detectable in uninjured and injured hearts from 1 dpa to 7 dpa using *tbx20* sense probes (Supplementary Figures S1F–M), confirming the specificity of *tbx20* upregulation in the ventricle and the atrial epicardium after cardiac damage.

**FIGURE 1:**
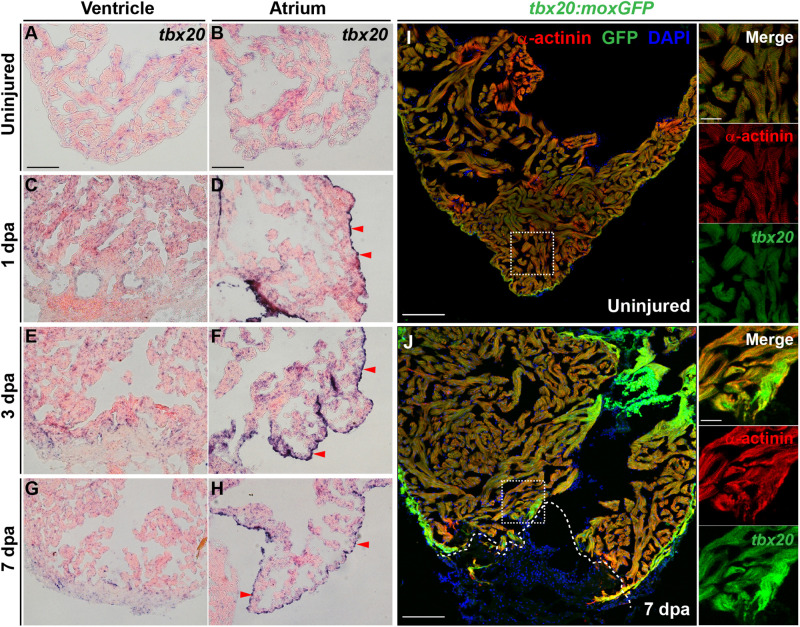
Cardiac injury triggers a localized increase in *tbx20* expression. **(A–H)** Representative images of ISH for *tbx20* on the heart sections of uninjured **(A,B)** and injured ventricles and atriums at different time points as indicated **(C–H)**. Red arrowheads indicate atrial epicardium. **(I,J)** Confocal images of uninjured **(I)** and 7 dpa **(J)** heart sections from *Tg*(*tbx20:moxGFP*) zebrafish immunostained for GFP and α-actinin (red). DAPI marks nuclei. Boxed areas are magnified on the right panels. Dashed lines in **(J)** demarcate amputation planes. Scale bar: 100 μm **(A–J)**; 20 μm (inset images).

To unambiguously define the myocardial expression of *tbx20*, we generated a *Tg(tbx20: moxGFP)* transgenic zebrafish expressing monomeric oxidizing GFP (moxGFP) driven by a *tbx20* promoter-based upstream region. We were able to detect CMs that expressed weak moxGFP in the ventricle of uninjured hearts after co-immunostaining for GFP and α-actinin (Z-disk marker) (Figure 1I and Supplementary Figure S1N). In the injured adult heart, extensive and stronger moxGFP signals were observed in the ventricles, as well as at the injury border zone by 7 dpa and 5 dpci, respectively, (Figure 1J and Supplementary Figure S1O). While moxGFP signals were hardly detectable in the epicardium in uninjured hearts (Supplementary Figures S1P, S2A), strong GFP signals colocalized with epicardial marker pan-cytokeratin (PCK) were detectable in the atrial epicardium of injured hearts (Supplementary Figures S1Q, S2B). These results indicate the *tbx20* expression is induced in the ventricular myocardium and the atrial epicardium after cardiac injury, consistent with ISH analyses.

### Inducible *tbx20* Overexpression in the Adult Myocardium Promotes CM Proliferation and Heart Regeneration

To investigate the biological functions of *tbx20* during heart regeneration, we generated transgenic zebrafish, *Tg(cmlc2:TetON-3G; cryaa:mCherry)* carrying a CM-specific *TetON-3G* and a lens-specific marker *mCherry*, as well as *Tg(TRE3G:tbx20-E2A-mCherry; cryaa:EGFP)* containing a doxycycline (DOX)-inducible *tbx20-E2A-mCherry* and a lens-specific marker *EGFP*, hereafter referred to as *TRE3G:tbx20* (Figure 2A). By crossing this two lines, we established a double transgenic zebrafish strain, *Tg*(*cmlc2*:*TetON-3G*, *cryaa:mCherry*; *TER3G:tbx20*-*E2A-mCherry, cryaa:EGFP*), referred to as *TRE3G:tbx20^*CMOE*^*, permitting conditional expression of *tbx20* specifically in CMs induced by DOX (Figure 2A). After daily administration of adult zebrafish with DOX (50 mg/L) from the day before cardiac resection to the day of examination (Figure 2B), *TRE3G:tbx20^*CMOE*^* fish displayed mCherry fluorescence only in myocardium and no ectopic mCherry expression elsewhere (Supplementary Figures S3A–F). Lack of leaking expression of *tbx20-E2A-mCherry* in *TRE3G:tbx20^*CMOE*^* fish was further validated by our ISH analyses showing strong *tbx20* induction in myocardium in DOX-treated *TRE3G:tbx20^*CMOE*^* fish (Figure 2C and Supplementary Figure S3I), but only weak signal in myocardium in *TRE3G:tbx20^*CMOE*^* fish without DOX treatment, which is comparable to that in DOX-treated *TRE3G:tbx20* fish (Supplementary Figures S3G,H).

**FIGURE 2:**
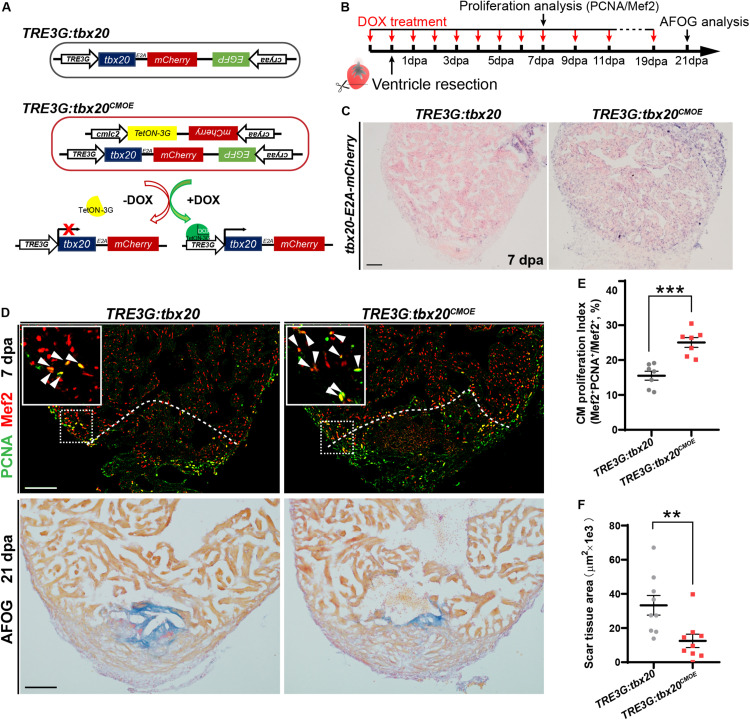
Myocardial *tbx20* overexpression in adult hearts promotes CM proliferation and reduces fibrotic scars. **(A)** Schematic diagram of transgenes of the control line *Tg*(*TRE3G:tbx20*) and the inducible myocardial *tbx20* overexpression line *Tg*(*TRE3G:tbx20^*CMOE*^*) with DOX treatment. **(B)** Experimental strategy employed to induce myocardial *tbx20* overexpression during heart regeneration. **(C)** Representative images of ISH with *tbx20-E2A-mCherry* probe on 7 dpa heart sections from DOX treated *Tg*(*TRE3G:tbx20*) and *Tg*(*TRE3G:tbx20^*CMOE*^*) fish. Scale bar: 100 μm. **(D)** Upper panels: Representative confocal fluorescence images of heart sections from 7 dpa zebrafish immunostained for PCNA (green) and Mef2 (red). Insets showing high-magnification images of proliferating cardiomyocytes, arrowheads indicate PCNA^+^Mef2^+^ cells. Lower panels: Representative images of heart sections from 21 dpa fish stained with AFOG, muscle stained brown, collagen is blue and fibrin is red. The genotypes of fish were indicated above the images. Scale bar: 100 μm. **(E)** Quantification of CM proliferation at border zone and injury site on 7 dpa heart sections (*n* = 7 in each group). **(F)** Quantification of scar area at 21 dpa (*n* = 9 in each group). The fish in **(C–F)** were treated with DOX as indicated in **(B)**. Each value in **(E,F)** represents mean ± SEM, **p < 0.01, ***p < 0.001.

During zebrafish heart regeneration, newly formed CMs primarily come from the proliferation of pre-existing CMs (Jopling et al., 2010; Kikuchi and Poss, 2012). To assess whether *tbx20* promotes CM proliferation during heart regeneration, *TRE3G:tbx20^*CMOE*^* and control *TRE3G*:*tbx20* zebrafish were treated with DOX (Figure 2B), and subjected to ventricular apex resection next day. Heart sections at 7 dpa, a time point when CM proliferation peaks, (Wills et al., 2008; Wang et al., 2011), were immunostained with antibodies against proliferation marker PCNA and the CM nuclear marker Mef2. The results revealed that CM proliferation in injured *TRE3G:tbx20^*CMOE*^* hearts markedly increased by ∼61%, compared with that in control hearts (25.1 ± 1.4% versus 15.5 ± 1.3%) (Figures 2D,E). By contrast, *tbx20* overexpression had no discernible effects on CM proliferation in uninjured adult hearts after 7 days of DOX treatment in which PCNA^+^Mef2^+^ CMs were not detectable in *tbx20* overexpressing hearts and control hearts (Supplementary Figure S4). Collectively, these results demonstrate that myocardial overexpressing *tbx20* stimulates injury-induced CM proliferation.

Given that increased *tbx20* expression is able to enhance CM proliferation at injured sites at an early regeneration stage, we reasoned that long-term high transcription level of *tbx20* reduced fibrotic scars and hastened wound healing. To test this possibility, heart regeneration of DOX-treated *TRE3G:tbx20^*CMOE*^* and *TRE3G:tbx20* fish at 21 dpa were evaluated using Acid Fuchsin-Orange G (AFOG) staining of heart cryosections. Our study showed that hearts from *TRE3G:tbx20^*CMOE*^* fish were evidenced by contiguous cardiac muscle formation and reduced fibrotic scars at the injured ventricle apex, whereas hearts from *TRE3G:tbx20* fish remained variable of prominent scar tissues (Figures 2D,F).

### Myocardial-Specific *tbx20* Overexpression Enhances Injury-Induced CM Dedifferentiation

Cardiomyocyte dedifferentiation, a transition from mature state to immature state, is a mechanism to ensure subsequent CM proliferation that naturally occurs in response to cardiac injury in neonatal mouse and adult zebrafish (Jopling et al., 2010; Porrello et al., 2011; D’Uva et al., 2015). This process is characterized by disassembly of sarcomeric structure, loss of cell-cell adhesion and re-expression of cardiac embryonic, fetal or progenitor genes (Kubin et al., 2011; D’Uva et al., 2015). Since increased *tbx20* expression enhances CM proliferation and cardiac regeneration (Figure 2), we asked whether *tbx20* cardiac overexpression was capable of boosting CM dedifferentiation following cardiac injury. To test this idea, we determined morphological and molecular changes of CMs in DOX-treated control and *TRE3G:tbx20^*CMOE*^* hearts. We observed a marked reduction of a cell tight junction marker ZO-1 in α-actinin-marked CMs in the injury border zone in *TRE3G:tbx20^*CMOE*^* hearts compared to that in control hearts (Figures 3A–B-I). N-cadherin is a marker of cell-cell adhesion junction localized in the intercalated disks between neighboring CMs (Luo and Radice, 2003; Vite and Radice, 2014; Li et al., 2019). In injured hearts overexpressing *tbx20* in CMs, we observed a reduction of N-cadherin in the border zone of the injured myocardium, indicating a loss of cell-cell contact between CMs (Figures 3C’,D’ and Supplementary Figure S5). Notably, we observed CMs marked by cardiac troponin T (cTnT) in the wound edge exhibited greater extent of sarcomere disassembly that were devoid of myofibril striations in *tbx20*-overexpressing hearts than that in control hearts (Figures 3C–E).

**FIGURE 3:**
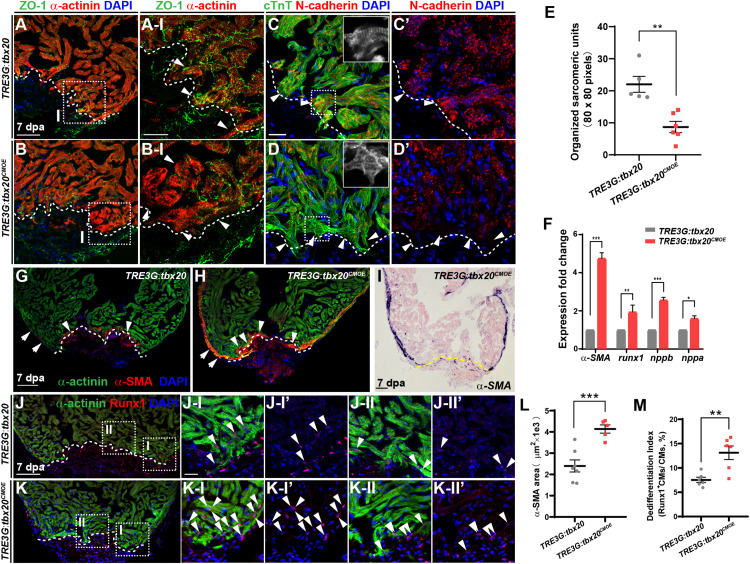
*tbx20* overexpression in the adult myocardium enhances CM dedifferentiation after injury. **(A–D,G,H,J,K)** Representative confocal fluorescence images of sections of injured ventricles from *Tg*(*TRE3G:tbx20*) and *Tg*(*TRE3G:tbx20^*CMOE*^*) zebrafish co-stained with antibodies against ZO-1 (green) and α-actinin (red) **(A,B)**, cTnT (green) and N-cadherin (red) **(C,D)**, α-SMA (red) and α-actinin (green) **(G,H)**, and Runx1 (red) and α-actinin (green) **(J,K)**. DAPI was used to stain nuclei. Boxed areas in **(A,B,J,K)** are magnified on the right with split channels. Insets in **(C,D)** show enlarged images of the dashed boxes. Arrowheads in **(A-I, B-I)** indicate CMs with disassembled sarcomeric structure in the border zone adjacent to the injury site. Arrowheads in **(C,D)** point to CMs adjacent to the injury site. Arrows and arrowheads in **(G,H)** indicate α-SMA^+^ cells in the regenerating compact layer and trabecular layer, respectively. Arrowheads in **(J,K)** indicate Runx1^+^α-actinin^+^ CMs. **(E)** Quantification of organized sarcomeric units in cTnT-labeled myocardium (80 × 80 pixels) in border zone from 7 dpa ventricle sections of *Tg*(*TRE3G:tbx20*) **(C**, *n* = 5) and *Tg*(*TRE3G:tbx20^*CMOE*^*) (**D**, *n* = 6) zebrafish. **(F)** Statistical analyses of qPCR for *α-SMA*, *runx1*, *nppb* and *nppa* in the injured ventricle apices from *Tg*(*TRE3G:tbx20*) and *Tg*(*TRE3G:tbx20^*CMOE*^*) zebrafish at 7 dpa. **(I)** Representative images of ISH with *α-SMA* on 7 dpa heart sections from *Tg*(*TRE3G:tbx20^*CMOE*^*) fish. **(L)** Dot plot showing the area of α-SMA stained on heart sections in **(G**, *n* = 7) and **(H**, *n* = 5). **(M)** Dot plot showing the percentage of Runx1^+^α-actinin^+^ cells in the border zone in **(J,K)**, *n* = 6 in each group. All fish were treated with DOX as described in Figure 2B and hearts were harvested at 7 dpa. Dashed lines delineate injured area. The values in **(E,F,L,M)** are mean ± SEM, ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001. Scale bar: 50 μm **(A,B)**; 20 μm **(A-I,B-I,C-D’,J-I-K-II”)**; 100 μm **(G–K)**.

Concomitantly, q-PCR analyses showed that expression of CM dedifferentiation markers, including cardiac fetal markers, *alpha-smooth muscle actin* (*α-SMA*), *natriuretic peptide a* (*nppa*) and *natriuretic peptide b* (*nppb*) (Dirkx et al., 2013; Man et al., 2018), as well as a progenitor cell marker *runx1* (Poling et al., 2012; D’Uva et al., 2015; Wang et al., 2017) were significantly increased in DOX-treated *TRE3G:tbx20^*CMOE*^* hearts compared with control hearts (Figure 3F). We next assessed expression patterns of *α-SMA* (Figures 3G–I,L and Supplementary Figure S6) and Runx1 in injured hearts (Figures 3J,K,M) immunostained with CM marker α-actinin. We observed that α-SMA was markedly induced in the α-actinin-marked myocardial compact layer (Figure 3H and Supplementary Figures S6A, A-I-A-II”), and some of α-SMA signal was detectable in the trabecular layer adjacent to the injury site (Figure 3H and Supplementary Figures S6A, A-II-A-II”) in DOX-treated *TRE3G:tbx20^*CMOE*^* injured hearts. In contrast, *α-SMA* re-expression was restricted to a small injury region in control hearts (Figure 3G). Furthermore, Runx1 was upregulated in more regenerating CMs in *TRE3G:tbx20^*CMOE*^* injured hearts than that in control wounded hearts (Figures 3J,K,M). Similarly, ISH analyses revealed the increased expression of *α-SMA* and *nppb*, as well as cardiac progenitor markers *gata4, gata5* and *hand2* in injured *tbx20*-overexpressing hearts in comparison to control hearts (Figure 3I and Supplementary Figures S7A–H). qPCR analyses validated the upregulation of *gata4, gata5* and *hand2* in *TRE3G:tbx20^*CMOE*^* hearts following ventricular apex resection (Supplementary Figure S7I). Taken together, our data demonstrated that enhanced cardiac *tbx20* expression favors induction of cardiac fetal and progenitor gene programs, resulting in CM dedifferentiation and proliferation during regeneration.

### Tbx20 Mediates Various Genetic Circuits Regulating Zebrafish Heart Regeneration

To decipher the molecular basis in response to cardiac injury with enhanced cardiac *tbx20* expression, we analyzed gene expression profiles of the apical halves of the resected ventricles from DOX-treated *TRE3G:tbx20^*CMOE*^* and *TRE3G:tbx20* zebrafish at 7 dpa (Figure 4A). 

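The apical ventricle tissue came from DOX-treated fish (50 mg/L). Control fish carried the TRE3G:tbx20 responder alone, and tbx20-overexpressing fish carried it together with the cmlc2:TetON-3G driver. Each group had 3 biological replicates, in which tissue from 6 (replicate 1), 8 (replicate 2) and 8 (replicate 3) hearts was pooled before sequencing on an Illumina HiSeq. The authors aligned the reads to the GRCz10 zebrafish annotation with HISAT2 and gave a raw count and an FPKM value for each of 31701 genes in each library. The paper's text does not name the counting tool. Total counts ranged from 13218054 to 17754483 in the 3 control libraries (median 17324748) and from 12993988 to 14002211 in the 3 tbx20-overexpressing libraries (median 13725103). All 190206 FPKM values could be recomputed from the counts, the exonic gene length and the total count of the library, so they carry no further normalization.
The counts were tested with edgeR's quasi-likelihood test after TMM normalization, two-sided, over 15686 genes kept by filterByExpr. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1. The replicate number pairs a control with a tbx20-overexpressing library, and a fit with the replicate as a block was run beside the unpaired fit.
The count of tbx20 itself (ENSDARG00000005150) was 23.4 ± 16.6 CPM (TMM-normalized, SD, n = 3) in control hearts and 63.1 ± 61.3 CPM (SD, n = 3) in tbx20-overexpressing hearts. It was higher in 3 of 3 replicate pairs, by 1.69, 1.15 and 0.87 on the log2 scale. The spread between replicates was as large as the difference: the log2 fold change was 1.43 (standard error 0.75, adjusted p = 0.649 from edgeR), and the 2 groups overlapped (two-sided exact permutation test, p = 0.5). The replicate block gave 1.24 (standard error 0.19, adjusted p = 0.0479 from edgeR); over all alternatives the adjusted p lay between 6.71e-05 and 0.949. DESeq2 with its fold change prior gave 0.49 (standard error 0.34), under 0.5. Replicate 1 of the tbx20-overexpressing group carried much of the unpaired difference, since the log2 fold change without it was 0.26. Without replicate 1 of the control group the log2 fold change was 2.13.

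**Figure D1:**
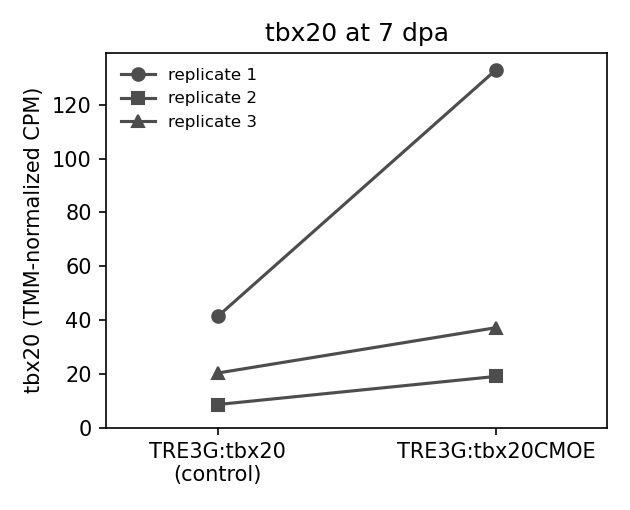
TMM-normalized CPM of tbx20 at 7 dpa in the control and the tbx20-overexpressing library of each replicate, joined by a line. The tbx20-overexpressing library lies above its control in 3 of 3 pairs, while the ranges of the 2 groups overlap.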

We found that 1880 genes were differentially expressed in *TRE3G:tbx20^*CMOE*^* hearts (Log FC > 0.5, *p-value* < 0.05) compared to *TRE3G:tbx20* hearts, in which 747 of them were upregulated and 1133 were downregulated (Supplementary Table S1).

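At an unadjusted p under 0.05 and an absolute log2 fold change above 0.5, 1385 of the 15686 genes tested differed between the groups, 513 of them higher and 872 lower in tbx20-overexpressing hearts. No gene had a Benjamini-Hochberg adjusted p under 0.05 in edgeR (0 genes, smallest adjusted p 0.108), while 1448 genes (9.23%) had an unadjusted p under 0.05. The split by direction depended most on the scaling: limma on log2(FPKM + 1), which keeps total-count scaling, gave 1488 higher and 262 lower genes. With the replicate block, 2213 genes passed the unadjusted threshold (949 higher, 1264 lower), among them 1369 of the 1385, and 84 passed the adjusted one (17 higher, 67 lower). DESeq2 without shrinkage gave 209 genes at an adjusted p under 0.05 (41 higher, 168 lower).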

**FIGURE 4:**
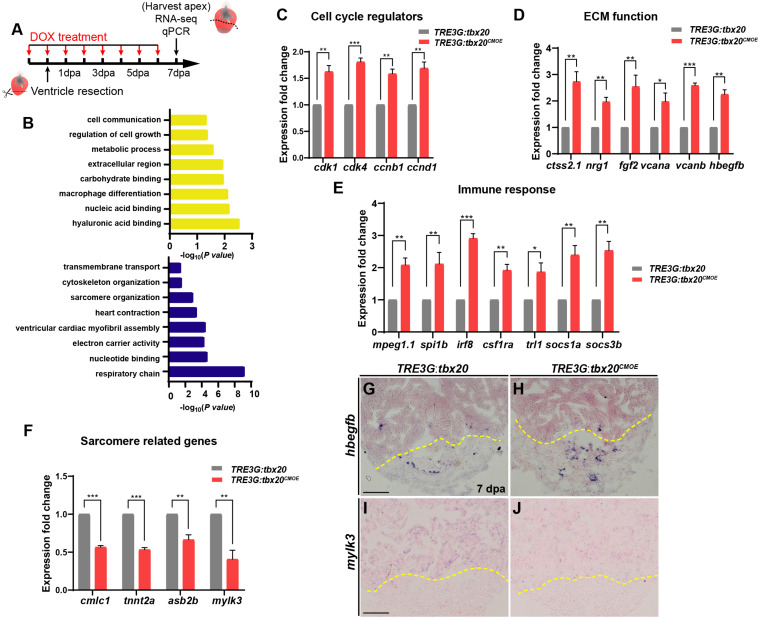
Myocardial *tbx20* overexpression affects expression of various injury responsive genes following heart injury. **(A)** Schematic of DOX treatment, heart injury and tissue collection procedures. RNA samples were extracted from the ventricular apices (below the dashed line). For each group, 6–8 samples were collected, and three independent biological replicates were carried out. **(B)** Significantly enriched gene ontology (GO) analysis based on RNA-seq results revealed upregulated gene categories (upper panel), and downregulated gene categories (lower panel). **(C–F)** Bar graphs indicate qPCR analyses of relative expression levels of genes associated with “Cell cycle regulators” **(C)**, “ECM function” **(D)**, “Immune response” **(E)** and “Sarcomere related genes” **(F)** in ventricular apices from DOX-treated *Tg*(*TRE3G:tbx20^*CMOE*^*) and *Tg*(*TRE3G:tbx20*) at 7 dpa. Data represents three biological replicates. Mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001. **(G–J)** Representative images of ISH analyses for *hbegfb* **(G,H)** and *mylk3* **(I,J)** on 7 dpa heart sections from *Tg*(*TRE3G:tbx20^*CMOE*^*) and *Tg*(*TRE3G:tbx20*) zebrafish with DOX treatment. Scale bar: 100 μm.

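GO terms were taken from the annotation column of the deposited table, and each was tested for enrichment among the genes called higher with a one-sided Fisher's exact test. The background was the 8325 tested genes with at least 1 term, of which 240 were called higher, and 1737 terms with 3 or more of these genes were tested. No term passed a false discovery rate of 0.05 (0 terms, smallest 0.161), and 99 terms had an unadjusted p under 0.05. Of the terms of Figure 4B, extracellular region had 14 of 175 genes called higher (exact p = 0.000514, FDR 0.447), hyaluronic acid binding 2 of 7 (exact p = 0.0158, FDR 0.70) and cell communication 4 of 35 (exact p = 0.0175, FDR 0.70). For regulation of cell growth the count was 1 of 21 (exact p = 0.459, FDR 1) and for macrophage differentiation 1 of 5 (exact p = 0.136, FDR 1). One library decided the number of terms: 56 terms passed without replicate 2 of the tbx20-overexpressing group, 1 without its replicate 1, and 0 in the other 4 fits that left out a library.
Part of the annotation column is shared between unrelated genes. In it, 582 genes, 394 of them tested, carry 1 of 22 long entries of up to 116 terms, the most common of which is repeated word for word in 95 genes. Without these genes, an alternative chosen after seeing the data, 0 terms passed among genes called higher and 34 had an unadjusted p under 0.05.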

GO analyses of the upregulated gene subset revealed enhanced expression of functional categories including “cell growth”, “ECM function”, and “immune response” (Figure 4B and Supplementary Table S2). 

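All 6 ECM genes of Supplementary Table S3 had a higher mean in tbx20-overexpressing hearts, with log2 fold changes from 0.40 to 1.07 (standard errors 0.32 to 0.51), and in 5 of the 6 every replicate pair went that way. None of them passed the unadjusted threshold in the unpaired fit (0 of 6, 0 with an unadjusted p under 0.05); with the replicate block ctss2.1, vcanb, fgf2 and hbegfb passed it. The largest difference was in ctss2.1, with 67.2 ± 27.2 CPM (SD, n = 3) in control and 141 ± 101 CPM (SD, n = 3) in tbx20-overexpressing hearts, a log2 fold change of 1.07 (standard error 0.49, adjusted p = 0.583 from edgeR). Without replicate 3 of the tbx20-overexpressing group it was 0.29. The log2 fold change of vcanb was 0.92 (standard error 0.44, adjusted p = 0.600 from edgeR), and with the replicate block 0.91 (standard error 0.14, adjusted p = 0.0479 from edgeR, between 0.00123 and 0.924 over the alternatives); it ranged from 0.39, without replicate 1 of the tbx20-overexpressing group, to 1.44, without replicate 1 of the control group. Those of fgf2, hbegfb, vcana and nrg1 were 0.94, 0.72, 0.44 and 0.40 (0.96, 0.68, 0.44 and 0.33 with the block). Without replicate 2 of the tbx20-overexpressing group hbegfb fell to 0.32 and nrg1 to -0.02, without its replicate 1 fgf2 fell to 0.53, and without its replicate 3 vcana fell to 0.25.
The 7 immune genes were also all higher, with log2 fold changes from 0.51 to 0.96 (standard errors 0.25 to 0.53). Of these, 3 passed the unadjusted threshold in the unpaired fit. The clearest was socs1a, at 4.99 ± 1.09 CPM (SD, n = 3) in control and 9.77 ± 1.09 CPM (SD, n = 3) in tbx20-overexpressing hearts, a log2 fold change of 0.96 (standard error 0.27, adjusted p = 0.332 from edgeR). Its groups did not overlap (two-sided exact permutation test, p = 0.1), and it passed in 6 of the 6 fits that each left out 1 library. The other 2, socs3b (0.73, standard error 0.25) and spi1b (0.62, standard error 0.25), each passed in 2 of these 6 fits. The other genes, irf8 (0.81), csf1ra (0.68), tlr1 (0.51) and mpeg1.1 (0.51), did not pass in the unpaired fit. With the replicate block irf8 (0.74, standard error 0.23) and csf1ra (0.68, standard error 0.20) passed it, as did the 3 above, while tlr1 (0.53) and mpeg1.1 (0.50) did not. Without replicate 3 of the tbx20-overexpressing group, irf8 was at 0.28 and mpeg1.1 at 0.16, and without its replicate 1 csf1ra was at 0.33.
Over the 27 genes of Supplementary Table S3, which the study chose on these same libraries, 0 passed an adjusted p under 0.05 over all genes tested (11 had an unadjusted p under 0.05) and 0 when adjusted over the list alone (smallest 0.0583), which is not independent evidence. The block changed these counts to 1 over all genes and 20 adjusted over the list alone.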

By qPCR and ISH, we validated the upregulation of cell cycle regulators (*cdk1*, *cdk4*, *ccnb1* and *ccnd1*) (Figure 4C), the extracellular matrix (ECM)-type genes (*ctss2.1*, *nrg1*, *fgf2, vcana, vcanb* and *hbegfb*) (Figures 4D,G,H and Supplementary Table S3) and immune response regulators (*mpeg1.1*, *spi1b*, *irf8*, *csf1ra*, *tlr1*, *socs1a*, *socs3b*) in regenerating hearts overexpressing *tbx20* (Figure 4E and Supplementary Table S3). These results indicate that myocardial induction of *tbx20* participates in heart regeneration not only by upregulating expression of cell cycle regulators, but also modulating genes regulating ECM function and immune response.

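Among the 529 genes called lower that carry a GO term, 27 terms passed a false discovery rate of 0.05, and 85 had an unadjusted p under 0.05. Most of the strongest were mitochondrial or ribosomal. Mitochondrion had 40 of 120 genes called lower (Fisher's exact test, FDR 5.48e-16), tricarboxylic acid cycle 16 of 20 (FDR 1.89e-13), cytochrome-c oxidase activity 16 of 21 (FDR 4.98e-13) and ribosome 23 of 101 (FDR 1.07e-05). This test treats genes as independent, so these values do not measure the evidence over libraries. Of the 10 ways to split the libraries 3 against 3, 4 gave as many terms in either direction. Among the 4 splits that part all 3 replicate pairs, only the real 1 did. The number of terms ranged from 14, without replicate 2 of the control group, to 34 in the fits that left out 1 library, and was 38 with the replicate block. Sarcomere organization had 20 of 356 genes called lower (exact p = 0.751, FDR 1). Its 356 tested genes include those with the long shared entries; without these, 24 genes carried the term and 2 were called lower (exact p = 0.461, FDR 1), or 6 with the replicate block (exact p = 0.0156, FDR 0.448). Ventricular cardiac myofibril assembly had 3 of 6 (exact p = 0.00441, FDR 0.187; with the block FDR 0.0377), heart contraction 5 of 24 (exact p = 0.0158, FDR 0.443) and respiratory chain 4 of 6 (FDR 0.0171).
All 8 sarcomere genes of Supplementary Table S3 were lower in tbx20-overexpressing hearts, 7 of them in every replicate pair, and 6 passed the unadjusted threshold. The smallest adjusted p was that of asb2b, which fell from 34.7 ± 11.9 CPM (SD, n = 3) to 13.6 ± 4.80 CPM (SD, n = 3), a log2 fold change of -1.35 (standard error 0.33, adjusted p = 0.283 from edgeR). For mylk3 the means were 474 ± 174 and 201 ± 64.4 CPM (SD, n = 3 each), a log2 fold change of -1.24 (standard error 0.34, adjusted p = 0.332 from edgeR). In both genes the groups did not overlap (two-sided exact permutation test, p = 0.1), and both passed in 6 of the 6 fits that left out 1 library. The other genes past the threshold, myom1b (-1.01), cmlc1 (-0.95), mylk2 (-0.68) and tnni1c (-1.90), each passed in 3 of these 6 fits; without replicate 2 of the control group cmlc1 was at -0.65 and tnni1c at -1.38. The value of tnni1c rests on at most 44 counts per library. Neither desma (-0.65, standard error 0.34) nor tnnt2a (-0.57, standard error 0.31) passed it in the unpaired fit. Without replicate 1 of the tbx20-overexpressing group desma passed, at -1.08, and tnnt2a was at -0.27 without replicate 2 of the control group. In the blocked fit all 8 passed the unadjusted threshold, desma at -0.74 and tnnt2a at -0.54, and 0 an adjusted p under 0.05. Over all alternatives, including those chosen after seeing the data, the weakest values of mylk2, desma and tnnt2a were -0.34, -0.33 and -0.19. Each is under the study's 0.5 in size. For the remaining genes the weakest values ran from -0.59 (cmlc1) to -0.87 (asb2b).

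**Figure D2:**
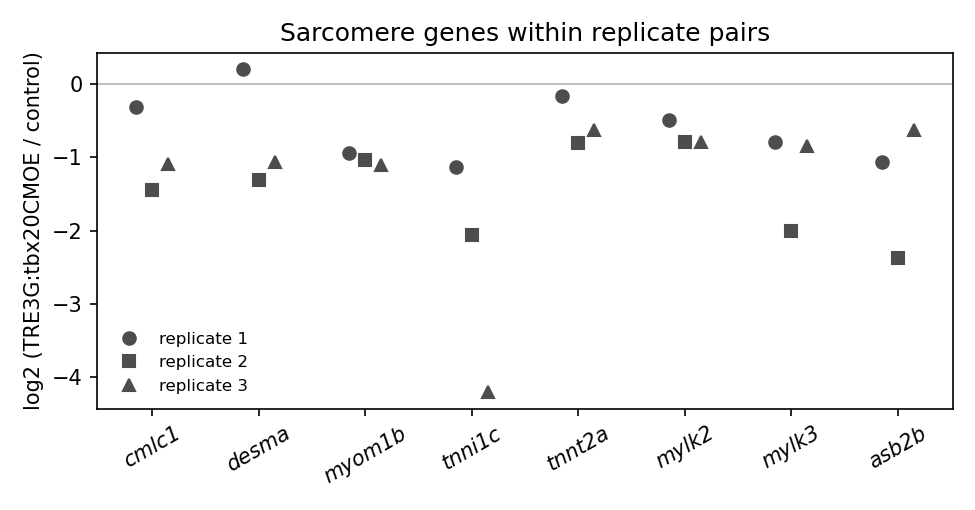
Log2 ratio of TMM-normalized CPM, tbx20-overexpressing over control, within each of the 3 replicate pairs for the 8 sarcomere genes. In 7 genes the 3 points lie below 0, and desma lies above 0 in replicate 1 (0.20).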

GO analyses of downregulated genes revealed an enrichment of factors involved in sarcomere organization, including sarcomere formation genes (*cmlc1*, *desma*, *myom1b*, *tnni1c*, *tnnt2a*) and sarcomere assembling factors (*mylk2*, *mylk3*, *asb2b*) (Supplementary Table S3). We further verified down regulations of *cmlc1*, *tnnt2a*, *asb2b* and *mylk3* in regenerating hearts from DOX-treated *TRE3G:tbx20^*CMOE*^* fish by qPCR and ISH analyses (Figures 4F,I,J). These findings indicate that the regenerating hearts overexpressing *tbx20* caused a reduction of genes regulating sarcomere formation and assembly to favor CM dedifferentiation (Figures 3B,D), consistent with our dedifferentiation experiments (Figure 3).

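From the lower RNA levels of the sarcomere genes by RNA-seq, and of cmlc1, tnnt2a, asb2b and mylk3 also by qPCR and ISH, the paper concludes that tbx20 overexpression reduces genes of sarcomere formation and assembly and so favors CM dedifferentiation, which it sets beside its dedifferentiation experiments (Figure 3). Whole apical tissue was sequenced, so each value is an average over the cell types in it.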

### Myocardial *tbx20* Overexpression Induces Endocardial Activation and Regeneration

Previous studies revealed that there is a highly dynamic endocardium during cardiac regeneration, including changes in cell morphology, behavior and gene expression (Kikuchi et al., 2011b; Munch et al., 2017). As enhanced expression of *tbx20* in CMs augments heart regeneration after injury (Figure 2), we wondered if CM-specific *tbx20* overexpression also affects dynamics of endocardium in injured hearts. To test this possibility, we evaluated the impact of CM-specific *tbx20* overexpression on the behaviors of endocardium in injured hearts. Vascular endothelial growth receptor 2 (Vegfr2/Kdrl/Flk) and ETS-family transcriptional factor Fli1 are well-known endothelial/endocardial cell markers in the cardiovascular field and can be used for visualizing endocardial cell morphology and nuclei, respectively, during zebrafish heart regeneration (Munch et al., 2017; Sanchez-Iranzo et al., 2018; Zhao et al., 2019). *Tg*(*TRE3G:tbx20; flk:GFP*) and *Tg(TRE3G:tbx20^*CMOE*^; flk:GFP*) were generated by crossing the *Tg*(*flk:GFP*) with *Tg*(*TRE3G:tbx20)* line and *Tg*(*TRE3G:tbx20^*CMOE*^*) line, respectively. We damaged heart tissues using cryoinjury methods rather than ventricular apex resections, because the retained wound tissue following cryoinjury allows us to visualize the revascularization process and the dynamic of endocardium (Marin-Juez et al., 2016; Munch et al., 2017). DOX-treated *Tg(TRE3G:tbx20^*CMOE*^; flk:GFP*) animals and *Tg*(*TRE3G:tbx20; flk:GFP*) control fish were subjected to cryoinjury (Figure 5A). The injured hearts were immunostained with cTnT antibody that labels CMs and GFP antibody that recognizes *flk:GFP*-marked endocardial cells (Figure 5A). Previous studies report that endocardial expansion within the injury site is mediated through extension and migration of existing endocardial cells from the uninjured site (Munch et al., 2017). In the remote (uninjured) region of the *tbx20*-overexpressing and control heart, a coherent network of *flk:*GFP-marked endocardial cells surrounded cardiac muscles labeled by cTnT (Figures 5B,B-I,C,C-I). Within the injury site, we observed that a population of disorganized endocardial cells extended from the uninjured site and displayed cell protrusions, suggestive of migration (arrows in Figures 5B-II,C-II; Munch et al., 2017). Remarkably, Tbx20-overexprssion hearts in DOX-treated *Tg(TRE3G:tbx20^*CMOE*^; flk:GFP*) animals exhibited a marked increase in endocardial cells labeled by *flk:GFP* extending the injury site (Figures 5C,C-II). Quantification analyses indicated the proportion of the injured area occupied by *flk*:GFP^+^ cells was increased in *tbx20*-overexpressing hearts (35.2 ± 2.5%) compared to that in controls (21.2 ± 2.2%) (Figure 5F). These findings suggest that myocardial *tbx20* promotes extension and migration of endocardial cells into the injury site. We also appraised the endocardial cell proliferation adjacent to and within the cryoinjury site from DOX-treated *TRE3G:tbx20^*CMOE*^* hearts at 5 dpci by co-immunostaining for endothelial/endocardial cell nuclear marker Fli1 and cell proliferation marker PCNA (Figure 5A). We observed approximately threefold increase of proliferating endocardial/endothelial cells (Fli1^+^PCNA^+^) in*TRE3G:tbx20^*CMOE*^* hearts (16.4 ± 1.0%) in comparison with that of control hearts (4.9 ± 1.5%) (Figures 5D,E,G). Taken together, these findings indicate that myocardial-specific *tbx20* overexpression promotes endocardial cell migration and proliferation during heart regeneration.

**FIGURE 5:**
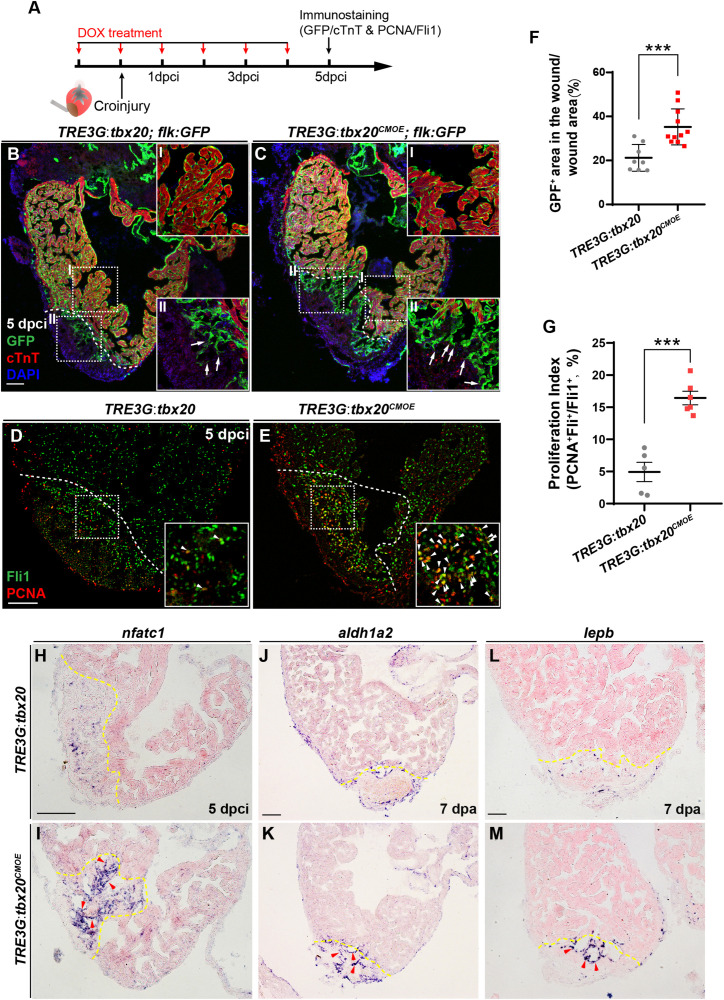
Myocardial *tbx20* overexpression enhances endocardial activation and regeneration. **(A)** Schematic of experimental procedures for DOX treatment, cryoinjury and immunostaining experiments. **(B,C)** Representative confocal fluorescence images of heart sections from DOX-treated *Tg*(*TRE3G:tbx20*; *flk:GFP*) **(B)** and *Tg*(*TRE3G:tbx20^*CMOE*^*; *flk:GFP*) **(C)** zebrafish at 5 dpci immunostained for cTnT (red), GFP and DAPI. Boxed areas (I and II) indicate locations of the magnified insets, respectively. Box-I in **(B,C)** indicate the remote (uninjured) region of heart sections, and Box-II in **(B,C)** display the endocardial cells in injured site. Arrows in **(B-II)** and **(C-II)** point to the endocardial cell protrusions. **(D,E)** Representative confocal fluorescence images of heart sections from DOX-treated *Tg*(*TRE3G:tbx20*) **(D)** and *Tg*(*TRE3G:tbx20^*CMOE*^*) fish **(E)** at 5 dpci immunostained for Fli1 (green) and PCNA (red). Boxed areas indicate locations of the magnified insets. Arrowheads point to the Fli1^+^PCNA^+^ proliferating endocardial/endothelial cells. **(F)** Scatter plot showing the percentage of GFP^+^ area within the wound area of DOX treated *Tg*(*TRE3G:tbx20*) (*n* = 8) and *Tg*(*TRE3G:tbx20^*CMOE*^*) (*n* = 11) hearts at 5 dpci. Mean ± SEM, ***p < 0.001. **(G)** Dotted diagram indicates the proliferation indices of endocardial/endothelial cells with Fli1^+^PCNA^+^ signals in the border zone and injury site from 5 dpci *Tg*(*TRE3G:tbx20*) (*n* = 5) and *Tg*(*TRE3G:tbx20^*CMOE*^*) (*n* = 6) cardiac sections. Mean ± SEM, ***p < 0.001. **(H–M)** Representative images of ISH analysis for *nfatc1* **(H,I)**, *aldh1a2* **(J,K)**, and *lepb* **(L,M)** expression at 5 dpci or 7 dpa hearts from DOX-treated *Tg*(*TRE3G:tbx20*) and *Tg*(*TRE3G:tbx20^*CMOE*^*) fish. Dashed lines delineate the injured area. Red arrowheads indicate endocardium with *nfatc1* **(I)**, *aldh1a2* **(K)** and *lepb* **(M)** signal in the injury site. Scale bar: 100 μm.

Next, we assessed whether the endocardium is activated in myocardial *tbx20* overexpressing hearts. Nfatc1 is required for endocardial development in the heart and serves as a specific marker for endocardial activation after cardiac injury (Wong et al., 2012; Munch et al., 2017). ISH analyses revealed a striking upregulation of *nfatc1* at the injury site at 5 dpci in DOX-treated *TRE3G:tbx20^*CMOE*^* hearts (Figures 5H,I). 

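In the 3 control libraries aldh1a2 (ENSDARG00000053493) stood at 300.2 ± 47.4 CPM (SD, n = 3), and at 420 ± 117 CPM (SD, n = 3) in the tbx20-overexpressing ones, a log2 fold change of 0.48 (standard error 0.26, adjusted p = 0.663 from edgeR). It was higher in 3 of 3 replicate pairs, but the groups overlapped (two-sided exact permutation test, p = 0.2). Without replicate 2 of the tbx20-overexpressing group it passed the unadjusted threshold, at 0.65; without replicate 1 of that group it was at 0.24. For lepb (ENSDARG00000045548) the means were 8.20 ± 3.68 and 16.3 ± 7.65 CPM (SD, n = 3 each), a log2 fold change of 1.00 (standard error 0.44, adjusted p = 0.560 from edgeR). It was higher in 2 of 3 pairs and its groups overlapped as well (two-sided exact permutation test, p = 0.2). At a log2 fold change above 0.5 and an unadjusted p under 0.05, neither passed in the unpaired fit. In the blocked fit lepb passed (1.02, standard error 0.33), and it was at 0.55 without replicate 2 of the tbx20-overexpressing group.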

In consistent, re-survey of our RNA-seq data revealed an increase of two other endocardial markers, *aldehyde dehydrogenase 1 family member a2* (*aldh1a2*) and *leptin b* (*lepb*), in DOX-treated *TRE3G:tbx20^*CMOE*^* hearts (Supplementary Table S3). Previous studies report that the Retinoic Acid synthesis enzyme Aldh1a2 and the secreted regulator of energy homeostasis protein Lepb are induced in the endocardium after cardiac injury, indicative of endocardial activation (Kikuchi et al., 2011b; Kang et al., 2016). We also validated the upregulation of *aldh1a2* and *lepb* at endocardial cells in the injured region in myocardial *tbx20* overexpressing hearts by ISH analyses (Figures 5J–M). Altogether, these results suggest that inducible *tbx20* overexpression in the adult myocardium contributes to endocardial cell migration and regeneration through endocardial cell activation, revealing crosstalk between the myocardium and endocardial cells during regeneration.

### Tbx20 Induction Augments Endocardial Bmp6 Signaling During Heart Regeneration

To identify the molecular signaling involved in activating the endocardial regeneration program in the injured hearts with CM-specific *tbx20* overexpression, we searched differentially expressed genes participating in endocardial/endothelial activation in our RNA-seq/GO analysis data generated from control and *tbx20*-overexpressing hearts. 

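The mean of bmp6 (ENSDARG00000015686) was 7.93 ± 1.78 CPM (SD, n = 3) in control and 12 ± 1.78 CPM (SD, n = 3) in tbx20-overexpressing hearts, from 89 to 203 counts per library. Its log2 fold change was 0.60 (standard error 0.26, adjusted p = 0.519 from edgeR), with no overlap between the groups (two-sided exact permutation test, p = 0.1). It passed the unadjusted threshold, as it did in 2 of the 6 fits that each left out 1 library; without replicate 2 of the control group it was at 0.49. With DESeq2 without shrinkage it did not pass. For id2a (ENSDARG00000055283) the means were 26.7 ± 2.87 and 44.9 ± 14.5 CPM (SD, n = 3 each), a log2 fold change of 0.75 (standard error 0.25, adjusted p = 0.402 from edgeR), again without overlap; without replicate 2 of the tbx20-overexpressing group it was at 0.45. The difference in id1 (ENSDARG00000040764) was smaller than its error, 0.22 (standard error 0.32, adjusted p = 0.928 from edgeR), though positive in 3 of 3 pairs. The FPKM values of id1 were 55.6 ± 17.2 in control and 84.2 ± 24.3 in tbx20-overexpressing hearts (SD, n = 3 each). Under total-count scaling its log2 fold change was 0.60, with the median gene at 0.38. No difference was found in id2b (ENSDARG00000029544), whose means were 63.2 ± 17.3 and 63.1 ± 5.63 CPM (SD, n = 3 each), a log2 fold change of -0.0014 (standard error 0.23, adjusted p = 0.999 from edgeR). Its FPKM values were 38.9 ± 14.7 in control and 49.2 ± 10.8 in tbx20-overexpressing hearts (SD, n = 3 each), and total-count scaling turned its log2 fold change to 0.34, where the median gene moved to 0.38.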

We found a profound upregulation of BMP signaling, including *bmp6* ligand and its downstream targets, *inhibitor of DNA-binding proteins* (*id1*, *id2a* and *id2b*) in myocardial *tbx20* overexpressing hearts following ventricular injury (Figures 6A,B and Supplementary Table S3). ISH analyses revealed that the expression of *bmp6*, *id1* and *id2b* was marked induced in the injury border zone and the inside of the wound endocardium at 5 dpci hearts from DOX-treated *TRE3G: tbx20^*CMOE*^* fish in comparison to *TRE3G: tbx20* control fish (Figures 6C-I’). To determine the identity of *bmp6*^+^ cells in the injury site of hearts, we performed fluorescence *in situ* hybridization (FISH) experiments using *bmp6* or *id2b* antisense-mRNA probes on DOX-treated *Tg*(*TRE3G:tbx20^*CMOE*^;flk:GFP*) hearts and *Tg*(*TRE3G:tbx20;flk:GFP*) control hearts following cryoinjury (Figure 6J). These fluorescence hybridization hearts were subjected to double immunostaining of GFP antibody recognizing the *flk:GFP* transgenic endocardium and α-actinin antibody labeling cardiac muscle at 5dpi (Figure 6J). We found that *bmp6* transcripts were located predominantly in *flk:GFP*-marked endocardial cells in *tbx20*-overexpressing and control hearts (arrowheads in Figures 6K,K-I,K-I’,L,L-I,L-I’); however, only a few number of non-endocardial cells expressed *bmp6* in *tbx20*-overexpressing hearts (arrows in Figures 6L-I,L-I’). Quantification analyses indicated a significant increase of *bmp6*^+^Flk-GFP^+^ cells in *tbx20*-overexpressing hearts (55.7 ± 2.7%), in comparison with control hearts (33.6 ± 2.9%) (Figure 6M). Similarly, expression of *id2b*, a Bmp6 downstream target, overlapped with *flk*:GFP in endocardial cells in both DOX-treated *TRE3G:tbx20^*CMO*^*^*E*^ hearts (arrowheads in Figures 6O,O-I,O-I’) and *TRE3G:tbx20* control hearts (arrowheads in Figures 6N,N-I,N-I’). *id2b* transcripts were only detectable in a few non-endocardial cells in *tbx20*-overexpressing hearts (arrows in Figures 6O-I,O-I’). Importantly, myocardial *tbx20* overexpression resulted in a significant increase in *id2b*^+^Flk-GFP^+^ endocardial cells at the cardiac injury region (52.5 ± 3.5%) compared to that in *TRE3G:tbx20* control hearts (30.2 ± 2.5%) (Figure 6P). In contrast, expression of *bmp3* or *bmp10* was not significantly upregulated in *tbx20* overexpressing wound hearts (Supplementary Figure S8). Collectively, these findings indicated that Bmp6/Id2b signaling is activated mostly in the endocardium in response to Tbx20 induction following cardiac injury.

**FIGURE 6:**
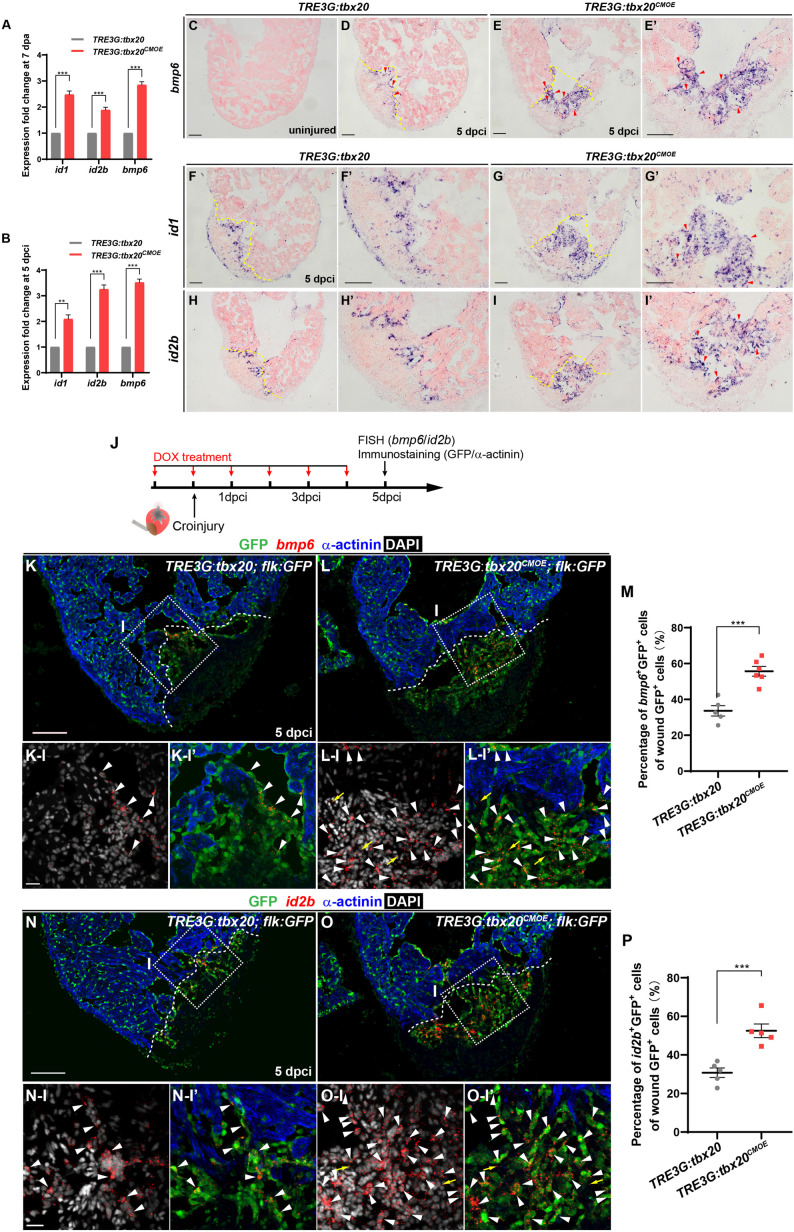
Myocardial Tbx20 mediates endocardial regeneration by activating Bmp6 signaling. **(A,B)** Myocardial *tbx20* overexpression upregulates BMP target genes *id1* and *id2b* as well as the BMP ligand *bmp6* after heart resection **(A)** or cryoinjury **(B)**, respectively. Data from three biological replicates. Mean ± SEM, **p < 0.01, ***p < 0.001. **(C–E)** Representative ISH images of heart sections from DOX-treated uninjured *Tg*(*TRE3G:tbx20*) **(C)**, 5 dpci *Tg*(*TRE3G:tbx20*) **(D)** and *Tg*(*TRE3G:tbx20^*CMOE*^*) zebrafish **(E,E’)** with *bmp6* probe. Red arrowheads indicate endocardium with *bmp6* signal. **(F–I)** Representative ISH images of heart sections from 5 dpci DOX treated *Tg*(*TRE3G:tbx20*) and *Tg*(*TRE3G:tbx20^*CMOE*^*) fish with *id1* **(F,G)** and *id2b* **(H,I)** probe. Red arrowheads indicate endocardium with *id1* **(G’)** and *id2b* **(I’)** signal in the injury site. **(J)** Experimental procedures for DOX treatment, cryoinjury, FISH combined with immunostaining experiments. **(K,L)** Representative images of FISH analysis of *bmp6* (red) combined with immunostaining for GFP and α-actinin (blue) on heart sections from 5 dpci *Tg*(*TRE3G:tbx20;flk:GFP*) **(K)** and *Tg*(*TRE3G:tbx20^*CMOE*^;flk:GFP*) **(L)** zebrafish. Boxed areas indicate locations of the magnified and channel-separated panels below. White arrowheads point to GFP^+^ cells with *bmp6* transcripts in border zone and injury site **(K-I,K-I’,L-I,L-I’)**, yellow arrows in **(L-I)** and **(L-I’)** indicate non-endocardial cells with *bmp6* transcripts. **(M)** Dotted diagram indicates the percentage of *bmp6*^+^ endocardial cells in injury site from 5 dpci DOX treated *Tg*(*TRE3G:tbx20*) (**K**, *n* = 5) and *Tg*(*TRE3G:tbx20^*CMOE*^*) (**L**, *n* = 6) fish. Mean ± SEM, ***p < 0.001. **(N,O)** Representative images of FISH analysis of *id2b* (red) combined with immunostaining for GFP and α-actinin (blue) on heart sections from 5 dpci *Tg*(*TRE3G:tbx20;flk:GFP*) **(N)** and *Tg*(*TRE3G:tbx20^*CMOE*^;flk:GFP*) zebrafish **(O)**. Boxed areas indicate locations of the magnified and channel-separated panels below. White arrowheads point to GFP^+^ cells with *id2b* transcripts in border zone and injury site **(N-I,N-I’,O-I,O-I’)**, yellow arrows in **(O-I)** and **(O-I’)** indicate non-endocardial cells with *id2b* transcripts. **(P)** Dotted diagram indicates the percentage of *id2b*^+^ endocardial cells in injury sites from 5 dpci DOX treated *Tg*(*TRE3G:tbx20*) (**N**, *n* = 5) and *Tg*(*TRE3G:tbx20^*CMOE*^*) (**O**, *n* = 5) fish. Mean ± SEM, ***p < 0.001. Dashed lines delineate the injured area. Scale bar: 100 μm **(C-I,K,L,N,O)**, 20 μm **(K-I-L-I’,N-I-O-I’)**.

To test whether the increase of endocardial regeneration caused by myocardial *tbx20* overexpression is Bmp6 signaling-dependent, two highly specific BMP signaling inhibitors, LDN-193189 and K02288, which selectively interferes with BMP type I Alk2, Alk3 receptors (Sanvitale et al., 2013; Palencia-Desai et al., 2015), were used to assess the effect of Bmp6 signaling on Tbx20-mediated endocardial regeneration. LDN-193189 or K02288 was intraperitoneally injected every 24 h starting at 2 dpci. We found that BMP inhibitor-treatments diminished *id1* and *id2b* expression at cryoinjury sites in DOX-treated *TRE3G:tbx20^*CMOE*^* animals (Figures 7A–F) but not *TRE3G:tbx20* control animals (Supplementary Figure S9), suggesting that upregulation of Bmp6 signaling is Tbx20-dependent following injury. Moreover, co-immunostaining with anti-PCNA and anti-Fli1 antibodies revealed that endocardial cell proliferation adjacent to and within the cryoinjury site in LDN-193189- or K02288-treated *TRE3G:tbx20* control hearts were comparable to that in vehicle-treated control hearts (vehicle: 7.8 ± 1.1%; LDN-193189: 6.4 ± 1.0%; K02288: 6.7 ± 1.4%) (Figures 7G-I,M). On the contrary, the increased endocardial cell proliferation was significantly suppressed (vehicle: 19.0 ± 1.0%; LDN-193189: 5.5 ± 1.0%; K02288: 5.5 ± 0.8%) in wounded *TRE3G:tbx20^*CMOE*^* hearts treated with LDN-193189 or K02288 inhibitors (Figures 7J–L,M). These findings suggest that CM-specific *tbx20* overexpression induces endocardial cell proliferation, at least in part, by upregulating Bmp6 signaling.

**FIGURE 7:**
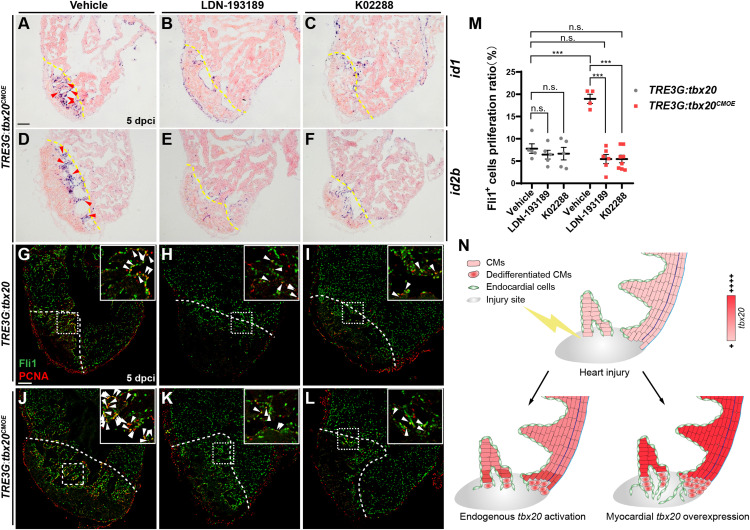
Inhibition of Bmp6 signaling restricts endocardial cell proliferation activated by myocardial *tbx20* overexpression. **(A–F)** Representative ISH images showing expression of *id1* **(A–C)** and *id2b* **(D–F)** in DOX treated *Tg*(*TRE3G:tbx20^*CMOE*^*) fish at 5 dpci after vehicles or inhibitors treatment. Red arrowheads indicate endocardium with *id1* **(A)** and *id2b* **(D)** signal in the injury site. **(G–L)** Representative confocal fluorescence images of heart sections immunostained for Fli1 (green) and PCNA (red) from vehicle, LDN-193189 and K02288 treated control **(G–I)** and myocardial *tbx20* overexpressing fish **(J–L)** at 5 dpci. Boxed areas indicate locations of the magnified insets. Arrowheads point to the Fli1^+^PCNA^+^ proliferating endocardial cells. **(M)** Scatter plot showing the percentage of Fli1^+^ cell proliferation ratio in the border zone and injury site from **(G–L)**. The values are mean ± S.E.M. Two-way ANOVA followed with Tukey’s multiple comparison test. n.s.: none significance, ***p < 0.001. **(N)** Model of myocardial *tbx20* function during zebrafish heart regeneration: In CMs, myocardial *tbx20* overexpression promotes CM dedifferentiation and proliferation following injury. In addition, myocardial *tbx20* promotes endocardial regenerative progress by enhancing its proliferation via partially through Bmp6 signaling. Dashed lines delineate the injured area. Scale bar: 100 μm.

## Discussion

Based on our findings, we propose a working model for Tbx20-dependent transcriptional network in governing heart regeneration using zebrafish heart injury model (Figure 7N). Following heart injury, *tbx20* is strongly induced in the myocardial wound region and the atrial epicardium. Myocardial-induced *tbx20* upregulates expression of embryonic or fetal genes as well as cell-cycle regulators, promoting CM proliferation via dedifferentiation. We find that Tbx20 induction also plays a key role in endocardial cell migration and regeneration through upregulating endocardial Bmp6 signaling after cardiac damage. Thus, this putative Tbx20-mediated transcriptional program would coordinate two distinct mechanisms of zebrafish heart regeneration.

Because adult hearts are least likely to exist cardiac stem cells (Kretzschmar et al., 2018; He et al., 2019), myocardial regeneration occurs via stem-cell independent mechanisms, in which resident CMs in the injured heart undergo dedifferentiation prior to their proliferation (Jopling et al., 2010; Kikuchi et al., 2010; Senyo et al., 2013). Our study indicates that inducible *tbx20* overexpression in adult zebrafish hearts enhance CM proliferation and myocardial regeneration, similar to that observed in mice by Xiang et al. (2016). Mechanistically, we have demonstrated that Tbx20 promotes injury-induced CM proliferation via dedifferentiation through mediating cellular changes and molecular dedifferentiation circuits. Specifically, CMs at the wound border zone express a myocardial fetal marker α-SMA and a stem cell marker Runx1 in injured zebrafish hearts. Both α-SMA and Runx1 were discovered originally as CM dedifferentiation markers in human patients suffered from myocardial infarction (Kubin et al., 2011). Thus, CM dedifferentiation following cardiac injury is a conserved mechanism, defining zebrafish as a model system to study injury-induced CM dedifferentiation during regeneration. Interestingly, we find that *tbx20* induction is not only localized to the injured myocardium, but also detectable in the atrial epicardium following ventricle injury. During development, *tbx20* is expressed in epicardial cells surrounding the atrioventricular canal groove (Yamagishi et al., 2004; Boogerd et al., 2018), but the function of epicardial *tbx20* is still unclear. Previous studies indicate that epicardium is required for heart regeneration in zebrafish (Kikuchi et al., 2011a; Wang et al., 2015). It will be important to test whether atrial *tbx20*^+^ epicardial cells contribute to injury-induced CM proliferation, and how atrial epicardial activation relates to ventricle regeneration.

BMP signaling plays pivotal functions via diverse mechanisms involving vascular, myocardial, endocardial and mesenchymal tissues during cardiovascular development (Morrell et al., 2016). We determined that Bmp6 signaling in the endocardium is an early injury-response to myocardial Tbx20 induction, which promotes endocardial cell regeneration. Precedent for this type of crosstalk between myocardium and endocardium exists in the context during heart development. For example, Bmp2 and Bmp4 function in the myocardium is required for the epithelial-mesenchymal transformation (EMT) within the endocardium, leading to the formation of endocardial cushions and valves (Ma et al., 2005; Choi et al., 2007). During zebrafish heart regeneration, our RNA-seq analyses revealed upregulation of multiple *bmp* ligands in *tbx20*-overexpressing hearts, consistent with part of BMP regulation following cardiac injury (Wu et al., 2016). However, the cellular sources of secreted *bmp* ligands remain unclear in injured hearts. 

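Genes named bmp followed by a number were examined for ligands, and 12 of them had enough counts to be tested at 7 dpa. Among these 12 are bmp1a and bmp1b, which encode proteases, and bmp2k, which encodes a kinase. In tbx20-overexpressing hearts 10 were higher and 2, bmp10 (-0.18) and bmp16 (-0.32), were lower. Under total-count scaling both turned positive, but that scaling moved the median of all genes by 0.35. Their change of sign is therefore not specific to them. Of the 12, 1 (bmp6) passed an unadjusted p under 0.05 with a log2 fold change above 0.5, and 0 passed an adjusted p under 0.05, also when adjusted over the list alone (smallest 0.414). The larger changes were in bmp8a (0.74, standard error 0.44), bmp7b (0.67, standard error 0.65) and bmp6 (0.60, standard error 0.26). Next were bmp3 (0.53, standard error 0.36) and bmp1b (0.52, standard error 0.54). For bmp1a it was 0.42 (standard error 0.20), for bmp2a 0.29 (standard error 0.68), for bmp5 0.23 (standard error 0.51), for bmp2k 0.12 (standard error 0.22) and for bmp4 0.09 (standard error 0.36). Too few counts were found for bmp2b, bmp7a and bmp15. The number past the threshold was 0 with DESeq2 without shrinkage and 3 with limma on log2(FPKM + 0.1). It was 2 without replicate 1 of the tbx20-overexpressing group and 0 without its replicate 2 or without replicate 2 or 3 of the control group.

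**Figure D3:**
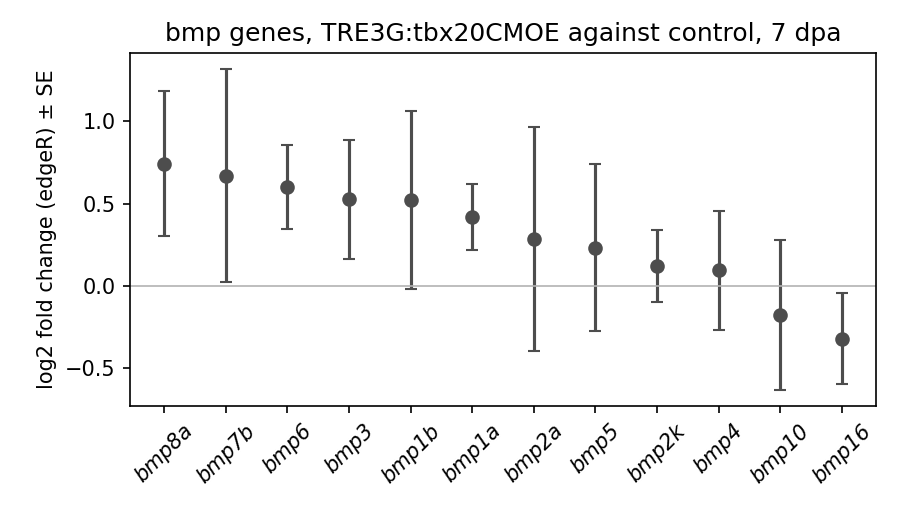
Log2 fold change (edgeR, tbx20-overexpressing over control, n = 3 libraries each) of the 12 tested bmp genes at 7 dpa, with the standard error as bars. The points run from 0.74 (bmp8a) to -0.32 (bmp16), and those of bmp10 and bmp16 turn positive under total-count scaling (0.15 and 0.0048). That scaling moves the median of all genes by 0.35.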

In this study, we determined that *bmp6* and *id2b* are primarily upregulated in the endocardium following diverse cardiac damages, while their expression was not detectable in uninjured WT hearts, revealing Bmp6 as a specific BMP signal in the endocardium in response to cardiac injury. Previous studies report that Notch signaling and Retinoic Acid (RA) pathways are activated in the wound endocardium (Kikuchi et al., 2011b; Munch et al., 2017). However, both Notch and RA pathways in the endocardium signal to the myocardium to stimulate CM regeneration (Kikuchi et al., 2011b; Munch et al., 2017; Zhao et al., 2019). Our data suggest that Bmp6 signaling in the endocardium promotes endocardial cell regeneration in response to myocardial Tbx20 induction. In uninjured mouse hearts, Tbx20-mediated increases in CM proliferation are due to activation of Bmp2 and PI3K signaling in the myocardium (Chakraborty et al., 2013). Thus, the influence of Tbx20 on distinct Bmp ligands in myocardial cells or the endocardium appears to be context dependent. We have also observed the increased immune response genes in Tbx20-overexpressing hearts in RNA-seq analyses. Immune response participates in heart injury and repair (Lai et al., 2019). Previous studies report that immune cells, such as macrophages, play important roles in the process of inflammation, scar resolution and wound healing, which in turn stimulates myocardial regeneration and repair (Lai et al., 2019). It will be interesting to test whether Tbx20 directly or indirectly regulates immune response genes during cardiac regeneration, and whether Bmp6/Id2b signaling might be activated in immune cells such as macrophages following cardiac injury.

Although adult zebrafish can efficiently regenerate their hearts in response to different forms of damage, there are some intrinsic disadvantages to the model system. For instances, proliferative CMs in zebrafish are mononuclear and diploid, whereas most adult human CMs become polyploidy that restrains CM proliferation (Xin et al., 2013; Tzahor and Poss, 2017). Although CM renewal is extremely low in uninjured mammalian hearts, a small number of proliferative CMs can be detectable in the injury border zone of murine hearts after myocardial infarction (Malliaras et al., 2013; Xiang et al., 2016; Xie et al., 2020). We believe that specific factors and mechanisms obtained from zebrafish regeneration study should be confirmed in mammal system such as mouse before exploring potential therapeutics in humans. Tbx20 plays a conserved role in promoting injury-induced CM regeneration in zebrafish and mouse (Xiang et al., 2016), raising a possibility that Tbx20 might be a target to be explored in the medical context. For instance, Tbx20 administration at local injury regions might be potential strategy to improve repair capacity in the wound human heart. Overall, understanding of the mechanisms underlying heart regeneration in model systems will provide inspiration for the regeneration intervention in humans.

## Materials and Methods

### Zebrafish Cardiac Injury

All animal work used in this study were approved by the Animal Care Committee of Fudan University. We bred wild-type zebrafish, or zebrafish carrying *Tg*(*flk:GFP*) and *Tg*(*cmlc2:GFP*) (Burns et al., 2005; Jin et al., 2005). In addition, we bred zebrafish carrying the newly generated transgenes described below. 6–18 months aged wild type or transgenic lines of the AB strain were used for ventricular resection or cryoinjury as previously described (Poss et al., 2002; Gonzalez-Rosa et al., 2011). Tricaine (ethyl-3-aminobenzoate methane sulfonate salt, Sigma) with concentration of 0.16 mg/mL were used to anesthetize zebrafish before use.

### Generation of *Tg*(*tbx20:moxGFP*), *Tg*(*cryaa:mCherry*; *cmlc2:TetON-3G*) and Tg(*cryaa:EGFP*; *TRE3G:tbx20-E2A-mCherry*) Zebrafish

A 7.3-kb promoter of *tbx20* was amplified from zebrafish genome and cloned upstream of *moxGFP* in plasmid pT2KXIGΔin plasmid to replace *xenopus ef1*α to *EGFP* (Costantini et al., 2015). To generate the transgenic line, *Tol2* mRNA and the plasmid were co-injection into one-cell stage fertilized eggs.

The *cmlc2*-TetON-3G cassette was first constructed by cloning TetON-3G from pCMV-Tet3G vector (Clontech, #z1164n) downstream of a 3.0-kb *cmlc2* promoter. In order to identify the transgenic animals by lens fluorescence, the *Cryaa*-mCherry cassette from plasmid pT2-hsp70l-dnMEK1 (Liu and Zhong, 2017) was then cloned downstream of the *cmlc2*-TetON-3G cassette in the opposite orientation. The entire construct was franked by two copies of the chicken β-globin insulators at upstream and one human 5′β-globin insulator at downstream, and one human 3′β-globin insulator was also included between the two cassettes.

The *TRE3G*-tbx20-E2A-mCherry cassette was first constructed by cloning TRE3G sequence from pTRE3G-Bl vector (Clontech, #z1164n) upstream of the assembled tbx20-E2A-mCherry fusion gene. mCherry fragment in *Cryaa*-mCherry cassette described above was replaced by EGFP using NEB HIFI Assembly Master Mix (NEB, #E2621S). *Cryaa*-EGFP cassette was then cloned downstream of the *TRE3G*-tbx20-E2A-mCherry cassette in the opposite orientation. The entire construct was insulated as same as *cryaa:mCherry;cmlc2:TetON-3G* (see above paragraph). These constructs were injected into one-cell-staged embryos, respectively, using Tol2 transposase-meditated transgenesis techniques (Suster et al., 2009).

### Immunostaining, ISH, AFOG and Histology Analyses

Zebrafish hearts were dissected and fixed in 4% paraformaldehyde (PFA) solution at 4% overnight before embedded in OCT (Thermo Fisher Scientific). 10 μm cryosections were used in all histological analyses, *in situ* hybridization (ISH) and immunostaining. The primers used to generate RNA probes were listed in Supplementary Table S4. ISH and Acid Fushin-Orange G (AFOG) analyses were performed as described, the quantification of the scar area was performed using Fiji software (Poss et al., 2002). The TSA -Plus fluorescence system (Perkin Elmer, #NEL752001KT) were used for fluorescence *in situ* hybridization (FISH) analyses according to the manufacturer’s instructions. Primary and secondary antibody staining were performed according to the standard protocol, except for PCNA staining which required heat-induced antigen retrieval (Lepilina et al., 2006). All primary antibodies were incubated at 4% overnight and secondary antibodies were incubated at room temperature for 2 hrs. Primary antibodies used in this study include GFP (Invitrogen, #A21311, 1:200), GFP (Aves Labs, #GFP-1010, 1:500), α-actinin (Sigma-Aldrich, #A7732, 1:250), PCK (Abcam, #ab86734, 1:200), PCNA (Sigma-Aldrich, #P8825, 1:300), Mef2 (Santa Cruz Biotechnology, #sc-313, 1:75), ZO-1 (Invitrogen, #339188, 1:200), α-SMA (Genetex, #GTX124505, 1:250), cTnT (DSHB, #CT3,1:200), N-cadherin (Abcam, #76011, 1:250), Runx1 (Abcam, #ab92336, 1:250) and Fli1 (Abcam, #ab133485, 1:250). Secondary antibodies used in this study include goat anti-mouse Alexa Fluor 647 (Invitrogen, #A21236), goat anti-mouse Alexa Flur 488 (Invitrogen, #A28175), goat anti-rabbit Alexa Fluor 594 (Invitrogen, #A11037), goat anti-rabbit Alexa Fluor 568 (Invitrogen, #A11011), goat anti-chicken Alexa Fluor 488 (Invitrogen, #A-11039) and goat anti-rabbit Alexa Fluor 488 (Invitrogen, #A11034) with concentration of 1:1000.

AFOG images were taken using an Olympus DP80 microscope. ISH images were taken using a Nikon microscope. FISH and immunofluorescence images were taken using a ZEISS LSM880 confocal microscope. For quantitative analyses of immunofluorescence images, sections containing the largest wounds were selected and manually counted. A defined region within and adjacent (150 μm and 100 μm away from the wound edge for Mef2^+^PCNA^+^ CMs and Fli1^+^PCNA^+^ cells, respectively) to the injury site were selected to quantify the proliferation ratio of CMs and endothelial cells.

### Gene Expression Analysis

For RNA-seq analysis, 7 dpa hearts were dissected, and the apical portions of 6-8 ventricles were collected in each group. RNA samples were extracted using TRIzol Reagent (Invitrogen, #15596018). Next generation sequencing library construction and sequencing was performed by GENEWIZ Company, Suzhou on an Illumina HiSeq sequencer. Reads from the sequenced samples were qualified and aligned to zebrafish transcriptome (Ensembl genebuild GRCz10.86) using Hisat2 (v2.0.1). Differentially expressed genes were analyzed using the DESeq Bioconductor package, genes identified with altered expression levels with a Benjamini and Hochberg adjusted *p*-value < 0.05 were retained. GO-TermFinder was used to define Gene Ontology terms. For quantitative RT-PCR analysis (qPCR), RNA samples were extracted from ventricular apices, border zone and atrium at specific time points, respectively, 6-8 samples were pooled together for each group, cDNA was synthesized using the SuperScript^TM^ III First-Strand Synthesis System (Invitrogen, #18080051) following the manufacturer’s instructions. q-PCR was performed on a Q7 Real-Time PCR System (Applied Biosystems) using SYBR Green ROX dye (Applied Biosystems, #A25742). Primers used are listed in Supplementary Table S4.

### Small Molecule Treatments

Doxycycline (DOX) (Sigma-Aldrich, #d9891) was dissolved in ddH_2_O at 50mg/ml as stock solution. Adult fish were daily treated with 50 mg/L DOX from the day before heart injury. LDN-193189 (Selleck, #S7507) was dissolved in PBS to a final concentration of 50 mM, K02288 (Selleck, #S7359) was dissolved in DMSO to a final concentration of 50 mM. Adult zebrafish was injected intraperitoneally every 24 h with 10 μL LDN-193189 (50 μM in PBS), K02288 (50 μM in PBS) or vehicle (0.1% DMSO in PBS) from 2 dpci to 4 dpci.

### Statistical Analysis

All quantitative analyses of immunofluorescence images and assessment of stained images were performed in blinded fashion. GraphPad Prism 8 was used for data analyzing. Statistical comparisons between two groups were analyzed by Student’s *t*-test. For samples with more than two independent groups, one-way ANOVA with Dunnett’s multiple comparisons test were performed. For samples with two experimental factors, two-way ANOVA followed by Tukey’s multiple comparisons tests were performed. All statistical tests were calculated when normality test using D’Agostino-Pearson omnibus test and Shapiro-Wilk test was passed.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE144831.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care Committee of Fudan University.

## Author Contributions

YF, KL, and TZ designed the study. YF and KL performed the experiments. YF, KL, PS, JS, WT, and TZ analyzed the experimental data. YF and TZ wrote the manuscript. WT and TZ edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

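One table was analysed. It holds raw counts and FPKM values for 6 libraries, 3 of control and 3 of tbx20-overexpressing apical ventricle tissue at 7 dpa, with the exonic length, symbol and GO terms of 31701 genes, 31648 of which have a symbol in the gene name table. The authors aligned the reads with HISAT2 to GRCz10 and deposited the raw counts per gene without normalization. The FPKM values were made by the authors from these counts, divided by the exonic length of the gene and the total count of the library. How reads that map to several genes, or their strand, were handled is not stated in the paper's text. The count columns hold whole numbers, and the FPKM values equal those recomputed from the counts in 190206 of 190206 cases. The 351 numbers of Supplementary Table S3 equal those of the table, up to rounding.

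Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr with the groups, TMM normalization, quasi-likelihood fit and two-sided F test on the condition. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are TMM-normalized. Genes were called as the Results state, at an unadjusted p under 0.05 and an absolute log2 fold change above 0.5, and also at a Benjamini-Hochberg adjusted p under 0.05, as the Methods state. For single genes, an exact permutation test on log2 CPM over the splits of 3 against 3 was used, whose smallest p is 0.1. Before the data were examined, the named genes were fixed as those the paper names for the RNA-seq, qPCR or ISH, all bmp genes, the members of the marker lists, and the genes with the largest changes among those with an adjusted p under 0.05, of which there were 0. The main tests, the alternatives and the marker lists were also fixed then, except where stated.

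The numbers of the replicates pair the samples. After the mean of each group was subtracted, the correlation across genes between the control and the tbx20-overexpressing library of the same number was 0.453, 0.409 and 0.469 for replicates 1, 2 and 3, while the highest correlation between unlike numbers was -0.132. The subtraction makes the values within a group cancel out, so positive correlations of like numbers force negative ones of unlike numbers. Only the former bear on the pairing. Genes are not independent replicates. The pairing was not part of the tests fixed beforehand as the main one, so the unpaired fit is given first and the fit with the replicate as a block beside it where a call changes. No 2 libraries of a group were duplicates, since the chi-square per degree of freedom between them ranged from 41.0 to 71.3. The TMM factors were 0.920, 0.748 and 1.01 in control and 1.02, 1.08 and 1.31 in tbx20-overexpressing libraries. Mitochondrially encoded genes held 18.7 ± 2.34% (SD, n = 3) of the counts in control and 13.7 ± 2.24% (SD, n = 3) in tbx20-overexpressing libraries. Intervals for single counts were not used, since each value is an average over 3 libraries.

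GO terms came from the table's own column. Terms with at least 3 tested genes were tested with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment, and against 10000 random gene lists matched on exonic length in 10 bins. The 12 marker lists (cardiomyocyte, epicardium and fibroblast, endothelial and endocardial, macrophage, neutrophil, T and NK cell, erythrocyte, thrombocyte, smooth muscle and pericyte, proliferation, BMP target and lens crystallin) were tested with camera (preset correlation 0.01) and fry from limma 3.58.1. The order of genes was taken from the GRCz12tu assembly, by symbol, for neighbours only.

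The alternatives were DESeq2 1.42.0 without shrinkage and with its fold change prior, RLE and upper-quartile factors, TMM without the 20 highest-count genes, no filter, a minimum of 10 counts in every library, limma on log2(FPKM + 1) and log2(FPKM + 0.1), the replicate block, and each library left out. DESeq2 with a local or mean dispersion fit, DESeq2 with a replicate block, total-count scaling and the GO column without shared entries, alone and with the replicate block, were chosen after seeing the data.

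The tests were checked on simulated data with 200 genes changed by 2 on the log2 scale. The changed genes were drawn only among those above a minimum mean count. Counts were simulated without replicate pairs and with the same mean profile in every library, scaled to its total. The rates therefore need not hold for the real, paired libraries or for smaller changes. At an adjusted p under 0.05, edgeR recovered 84.0% of the changed genes, and 2.33% of its calls were of unchanged genes (15391 genes). With the replicate block these values were 77.0% and 4.94%, with limma on log2(FPKM + 1) 78.5% and 4.85%, and with DESeq2 without shrinkage 92.5% and 21.3% (15684 genes), so DESeq2 called more unchanged genes than its threshold allows. With no gene changed, edgeR called 0 of 15380 genes and gave an unadjusted p under 0.05 in 4.24% of them. The reads themselves were not analysed here.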

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

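The tests of cryaa were chosen after its counts were seen. The lens crystallin gene cryaa, which the paper does not discuss for the RNA-seq, was counted in every tbx20-overexpressing library and in no control library. It had 167, 79 and 60 counts in replicates 1, 2 and 3 of the tbx20-overexpressing group, a mean of 102, and 0, 0 and 0 in control. Against a limit of 3 counts this is at least 39.4-fold higher. It was the only gene above 20 counts in every tbx20-overexpressing library and at or under 3 in every control library, and 1 of the 10 splits of the 6 libraries gave as many genes of either direction with such a pattern. It was singled out after its values were seen.

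Eye tissue carried over at dissection would bring the other crystallins, which are abundant in the lens. A first test compared their summed counts with cryaa and did not decide: the 17 other listed crystallins had 203 counts together in the tbx20-overexpressing libraries against 306 for cryaa, but they had 137 in control too, so much of the sum is present without cryaa. A further test, chosen after that outcome was seen, asked for each crystallin whether its rise in CPM of total counts reached 0.5 of that of cryaa, and 0 of the 17 did. For cryaa the rise was 7.48 CPM, the largest among the others 0.64 (cryba1l1), and crygm2a and cryba1b had 0 counts in all 6 libraries. This argues against eye tissue as the whole source, within the limit that these counts are low.

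Another technical source stays open. The cmlc2:TetON-3G driver line carries a cryaa:mCherry marker and the TRE3G:tbx20 responder a cryaa:EGFP marker, so the tbx20-overexpressing fish carry a cassette that the control fish lack. By the paper's methods the cryaa:EGFP marker was made from the same cassette, with EGFP in place of mCherry. The control fish carry it and had 0 cryaa counts, so that marker alone gave none. Reads from the lens marker cassette of the cmlc2:TetON-3G line could give this pattern, with more than 3 cryaa counts in 3 of the 3 tbx20-overexpressing libraries and 0 in control, but the cassette and the tbx20 induction come in the same fish and cannot be told apart here, and neither can an effect of tbx20 on cryaa or a linked difference in the fish's background. The reads over the gene, which would separate these, were not analysed here.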

How the results depend on the processing

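Values for alternatives chosen after seeing the data are marked as added. The cause of each change below was not tested unless stated.

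At the study's threshold, the count of 1385 genes went to 2213 with the replicate block and 2100 with total-count scaling (added). Genes higher went from 513 to 816 with no filter, 949 with the replicate block, 1488 and 1695 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), and 1843 with total-count scaling (added). Genes lower went from 872 to 262, 295 and 257 with the last 3 of these. Total-count scaling moves the median of all genes by 0.35 against TMM, and so shifts calls toward higher (87.8% of them). The fits that each left out 1 library gave 1097 to 1568 genes, 428 to 573 higher and 664 to 1016 lower.

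At an adjusted p under 0.05, against 0 genes (1448 with an unadjusted p under 0.05), DESeq2 without shrinkage gave 209 (41 higher, 168 lower), its fold change prior 207 (42, 165), no filter 32 (6, 26), limma on log2(FPKM + 0.1) 3 (1, 2) and the replicate block 84 (17, 67). Added fits of DESeq2 with the prior gave 553 (137, 416) with a local dispersion fit, 123 (31, 92) with a mean dispersion fit and 744 (149, 595) with a replicate block, and DESeq2 without shrinkage and with a replicate block 769 (156, 613). Leaving out 1 library gave 0 to 2 genes, 0 to 1 higher and 0 to 2 lower. Of the Supplementary Table S3 genes, 2 passed with either DESeq2 form, 1 with the replicate block, and in added fits 3 with the local dispersion fit and 8 with either DESeq2 form and a replicate block.

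The number of bmp genes called higher, 1, was 0 with either DESeq2 form, with no filter, and with DESeq2 and a mean dispersion fit or a replicate block (added). It was 2 with limma on log2(FPKM + 1), 3 with log2(FPKM + 0.1) and 3 with total-count scaling (added), and 0 to 2 without 1 library. For tbx20, the log2 fold change of 1.43 passed an adjusted p of 0.05 with the replicate block (1.24) and with DESeq2 and a replicate block, with the prior (1.10) or without (1.23), both added; it was 0.49 with the DESeq2 prior and 0.46 with the prior and a local dispersion fit (added), both under the study's 0.5, and without 1 library it ranged from 0.26 to 2.13.

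Enriched GO terms among genes called lower, 27, were 0 from the genes with an adjusted p under 0.05, of which there are none, and 54 with camera, and 14 to 34 without 1 library. Among genes called higher they were 0 from the genes with an adjusted p under 0.05, with the background of all genes tested, length-matched lists, camera, the DESeq2 list with the prior and the replicate block, and in the column without shared entries with or without that block (added), and 0 to 56 without 1 library. GO terms were not tested on the gene lists of the other alternatives.

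With fry in place of camera the cardiomyocyte (-0.57), epicardium and fibroblast (0.53), lens crystallin (0.34) and macrophage (0.51) lists no longer passed. With the replicate block the thrombocyte list passed (0.40), and the erythrocyte (-0.12) and smooth muscle and pericyte (-0.0070) medians changed sign. Single libraries changed which lists passed by camera: the macrophage (0.20) and lens crystallin (0.12) lists each failed in 1 of the 6 fits without 1 library, while the BMP target (0.38), endothelial and endocardial (-0.19), neutrophil (1.12) and proliferation (0.24) lists each passed in 1, and the thrombocyte (0.52 and 0.66) and erythrocyte (0.44 and -0.48) lists in 2. Without 1 library the list medians ranged from 0.015 to 0.38 (BMP target), -0.25 to -0.068 (endothelial and endocardial), -0.48 to 0.44 (erythrocyte), 0.12 to 0.72 (lens crystallin), 0.20 to 0.62 (macrophage), -0.064 to 1.12 (neutrophil), 0.0086 to 0.24 (proliferation), -0.58 to 0.34 (smooth muscle and pericyte), -0.44 to 1.45 (T and NK cell) and 0.24 to 0.66 (thrombocyte).

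Some small log2 fold changes of named genes changed sign. For id2b (-0.0014) the value was 0.027 with upper-quartile factors, 0.0056 with TMM without the 20 highest-count genes, 0.0094 with at least 10 counts, 0.37 and 0.38 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), 0.030 with the replicate block, 0.013 and 0.017 with DESeq2 and a replicate block with and without the prior (added), and 0.34 with total-count scaling (added). For cdk1 (-0.03) it was 0.0036 with upper-quartile factors, 0.34 and 0.36 with limma, 0.0055 with the replicate block and 0.35 with total-count scaling. With limma on log2(FPKM + 1), on log2(FPKM + 0.1) and total-count scaling, cdk4 was at 0.18, 0.21 and 0.21, nppa at 0.27, 0.27 and 0.24, and bmp10 at 0.24, 0.26 and 0.15; bmp16 was at 0.0048 with total-count scaling.

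Without 1 library, values that changed sign ranged from -0.017 to 0.61 (nrg1), -0.033 to 0.49 (id1), -0.17 to 0.23 (id2b), -0.21 to 0.16 (cdk1), -0.0065 to 0.66 (ccnb1), -0.40 to 0.18 (nppa), -0.43 to 1.03 (nppb), -1.10 to 0.28 (gata4), -0.083 to 0.18 (gata5), -0.19 to 0.41 (nfatc1), -0.54 to 0.28 (bmp10), -0.011 to 0.27 (bmp2k), -0.10 to 0.44 (bmp4), -0.074 to 0.71 (bmp5) and -0.0058 to 1.15 (bmp7b). For named genes 28 other values became stronger, past an adjusted p of 0.05, and 968 kept their direction and side of that threshold. A change to weaker was not possible, since 0 genes passed that threshold in the main analysis. With 3 libraries per group, exact tests cannot pass 0.05.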

Differences from the paper's values

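The number of genes in Supplementary Table S1 with an adjusted p under 0.05 was 137 higher and 405 lower in the paper, and 0 and 0 here. None of the alternatives set before the data were examined closed the gap: the nearest were DESeq2 without shrinkage (41 and 168) and with its fold change prior (42 and 165). DESeq2 with the fold change prior and a local dispersion fit, chosen after seeing the values, gave 137 and 416, and at the study's threshold 747 higher and 1156 lower genes, against the paper's 747 and 1133 and 513 and 872 in the main analysis. DESeq2 with the prior and a replicate block, also chosen after seeing the values, gave 149 and 595, and without shrinkage 156 for the higher genes. The higher sheet of the paper's table holds 746 genes, against 747 in its text. The Results give an unadjusted threshold and the Methods an adjusted one.

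Supplementary Table S2 lists 42 terms with a false discovery rate under 0.05 among lower genes in the paper, and 27 were found here. Of the alternatives set before the data were examined, the background of all genes tested (34), camera (54), the DESeq2 list with the prior (34), the replicate block (38) and the fits without replicate 1 (31) or 3 (34) of the control group or replicate 1 of the tbx20-overexpressing group (33) came within 1.5 times the paper's number. Those with length-matched lists (23), genes of an adjusted p under 0.05 (0), and without replicate 2 of the control group (14) or replicate 2 (25) or 3 (16) of the tbx20-overexpressing group did not. The column without shared entries gave 30, and 40 with the replicate block, both chosen after seeing the values. Among higher genes both numbers were 0. For sarcomere organization the paper's table gives 5 lower genes (adjusted p 0.110 there), and 20 were counted here. None of the alternatives set before the data were examined came within 1.5 times the paper's number: the count was 0 from the genes with an adjusted p under 0.05, 20 with the background of all genes tested or length-matched lists, 30 with the DESeq2 list with the prior, 34 with the replicate block and 13 to 32 in the fits without 1 library. Of the settings chosen after seeing the values, the column without shared entries gave 2, and together with the replicate block 6, within 1.5 times the paper's number.

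The log2 fold change of tnni1c was -0.88 in the paper (standard error 0.34) and -1.90 here. Of the alternatives set before the data were examined, DESeq2 with the fold change prior (-0.82), limma on log2(FPKM + 1) (-0.91) and the fits without replicate 2 of the control group (-1.38) or replicate 3 of the tbx20-overexpressing group (-1.35) came within the larger error, and the rest did not. Among settings chosen after seeing the values, so did DESeq2 with the prior and a local dispersion fit (-0.88), a mean dispersion fit (-1.22) or a replicate block (-0.89), and total-count scaling (-1.55). The other 16 of the 17 named genes listed in the paper's table differed by less than the larger error.

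The paper presents sarcomere organization as enriched among lower genes, extracellular and immune categories as enriched among higher genes, and several bmp ligands as higher; here sarcomere organization had an FDR of 1, 0 terms passed among higher genes, and 1 bmp gene passed. It presents id1 and id2b as higher in the RNA-seq, where the values here were 0.22 and -0.0014. Total-count scaling, chosen after seeing the values, gave 0.60 and 0.34, with the median gene at 0.38. The paper also reports both as higher by ISH at the injury site after cryoinjury, and id2b in more endocardial cells by FISH. Those are local measures, while the RNA-seq averaged over whole apical tissue after resection, so the values here do not test them. By qPCR or ISH the paper reports cdk1, cdk4, nppa and gata4 as higher, and their RNA-seq values were -0.03, -0.13, -0.05 and -0.48. Of the genes named here, ctss2.1, vcanb, lepb, desma and runx1 are in the paper's list and did not pass the unadjusted threshold in the main analysis. All 5 passed with the replicate block and with DESeq2 with the prior and a local dispersion fit, chosen after seeing the values. With either DESeq2 form and with no filter, ctss2.1, vcanb and lepb passed, and with either limma form vcanb, lepb and runx1. Upper-quartile factors and at least 10 counts in every library each let lepb and runx1 pass. Of the settings chosen after seeing the values, either DESeq2 form with a replicate block let ctss2.1, vcanb, lepb and desma pass, and total-count scaling ctss2.1, vcanb, lepb and runx1. Each of the 5 also passed in at least 1 fit that left out 1 library, such as that without replicate 2 of the tbx20-overexpressing group for ctss2.1, vcanb and runx1, and that without its replicate 1 for lepb and desma.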

Other observations

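The camera and fry tests of the marker lists were fixed before the data were examined, except where stated below. The edgeR fits of the genes measured by qPCR or ISH and the test of gene length were fixed then too. Library splits were also fixed then for the counts at the study's threshold and with the replicate block. The same holds for the splits for GO terms, bmp genes and marker lists. The other tests in this part were chosen after the results were seen.

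The markers of 4 of the 12 cell type lists differed by camera. The median log2 fold change was -0.57 for cardiomyocyte genes (0 of 17 higher, FDR 2.18e-07), 0.53 for epicardium and fibroblast genes (14 of 15 higher, FDR 5.19e-06), 0.51 for macrophage genes (17 of 17 higher, FDR 6.41e-05) and 0.34 for lens crystallins (4 of 5 higher, FDR 0.0471). The lens list passed because of cryaa: without it, a test added after seeing the values, the remaining 4 genes had an FDR of 0.932 by camera and 0.831 by fry, with crybb3 at 0.32, cryba1a at 0.34, mipa at 0.54 and cryabb at -1.26. Under fry none of the 12 lists passed (0 lists; smallest FDR 0.0949, lens crystallins). The other medians were -0.13 (endothelial and endocardial, camera FDR 0.0759), 0.40 (thrombocyte, 0.0689), 0.26 (BMP target, 0.239), 0.16 (neutrophil, 0.349), 0.14 (proliferation, 0.349), 1.00 (T and NK cell, 0.718), 0.05 (erythrocyte, 0.932) and 0.05 (smooth muscle and pericyte, 0.962). Of the list genes, 3 cardiomyocyte, 5 macrophage and 3 BMP target genes are also in Supplementary Table S3. Which lists passed depended on single libraries. The macrophage list no longer passed without replicate 3 of the tbx20-overexpressing group (0.20, FDR 0.107), nor did the lens list without its replicate 2 (0.12, FDR 0.0817). Without replicate 1 of that group the BMP target (0.38, FDR 0.0251), erythrocyte (0.44, FDR 0.0231) and thrombocyte (0.66, FDR 0.00121) lists passed. Without replicate 2 of the control group the endothelial and endocardial (-0.19, FDR 0.00997), proliferation (0.24, FDR 0.0424) and thrombocyte (0.52, FDR 0.0177) lists passed, and without its replicate 3 the neutrophil list (1.12, FDR 0.00235). Without replicate 3 of the tbx20-overexpressing group the erythrocyte list passed in the opposite direction (-0.48, FDR 0.0235). The cardiomyocyte and the epicardium and fibroblast lists passed in 6 of the 6 fits that each left out 1 library.

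A smaller share of cardiomyocytes in the tissue would raise the markers of all other cell types alike, if these kept their proportions to each other. The gap between the fibroblast and the endothelial lists instead changed by 0.67, and by 0.72, 0.41 and 0.86 in the 3 pairs (two-sided exact permutation test over libraries, p = 0.1, the smallest possible). This argues against such an even shift as the whole cause. It cannot exclude a smaller share of cardiomyocytes with fibroblasts in their place, since that would widen the gap too. A few genes taking most of the counts is another technical source. Leaving the 20 highest-count genes out of the scaling changed little (1381 against 1385 genes called), and comparing the list with the median gene on the total-count scale only restates the finding, so neither test decides. To take counts from the cardiomyocyte markers, the most abundant genes would need a larger share in tbx20-overexpressing libraries. A further test, chosen after those outcomes and the mitochondrial share were seen, took the 16 of these 20 genes that are not in the list: their share of all counts was smaller, 20.6 ± 2.43% (SD, n = 3) against 26.2 ± 2.63% (SD, n = 3) in control, by -3.90, -6.90 and -5.84 percentage points in the 3 pairs and -5.55 (SD 1.52) on average, which argues against this cause. A larger share of fibroblasts or macrophages, or lower expression within cardiomyocytes after tbx20 induction, may each contribute; these were not tested and stay open.

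Gene length does not account for most of the mitochondrial and ribosomal terms among the lower genes: 14 of 17 stayed past a false discovery rate of 0.05 against length-matched lists. That they reflect the tbx20 induction remains a hypothesis.

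For id2b, total-count scaling is a candidate explanation for the higher FPKM in tbx20-overexpressing hearts. On that scale id2b changed by 0.34, which is -0.039 relative to the median gene (0.38; standard error 0.29), and 82.7% of all tested genes were higher.

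In 38 genes, 12 higher and 26 lower, the log2 fold change passed 3 in either direction without overlap between the groups. They were singled out after their values were seen, and include cryaa, ggact.1, ggact.2 and ggact.3. The set was first defined as genes counted in all libraries of one group and at most at 3 counts in the other, which held 4 genes, and was widened before their order was examined. Against 3 counts, ggact.2 was at least 29.6-fold lower and ggact.1 at least 12.9-fold lower in tbx20-overexpressing hearts. A genetic background that differs between the fish lines could place such genes side by side. Only 17 of the 38 (44.7%) could be placed in the gene order of GRCz12tu, under the 80% that such a check needs, so it is void: among those placed, taking 1 gene per numbered family, 2 of 15 had another within 5 positions (permutation p = 0.0342; 0.0001, the smallest possible, with all family members), and background cannot be told apart from an effect of tbx20.

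Reads moved from nme2b.2 to its near-identical copy nme2b.1 do not explain the lower nme2b.2. It lost 207 CPM while nme2b.1 changed by -29.5 CPM (SD 95.2) instead of gaining. Their sum changed by -0.55 on the log2 scale. Reads left uncounted because they map to both copies would bring no such gain, so the test cannot exclude them. The test was first written for all numbered families and then put in terms of nme2b, since no other family with a gene name had a counted copy outside the set. Genes with clone-based names were not tested in this way.

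The 6 libraries can be split 3 against 3 in 10 ways, so no share of splits can be under 0.1. At the study's threshold 2 of the 10 splits gave as many genes as the real one; the other parts 1 replicate pair and groups libraries across conditions. At an adjusted p under 0.05, 10 of 10 gave as many (0 genes), and likewise 10 of 10 for the Supplementary Table S3 genes. As many GO terms came from 4 of 10, as many bmp genes from 5 of 10, and as many marker lists from 7 of 10. Among the 4 splits that part all 3 pairs, the real one was the only 1 with as many genes at the study's threshold and with as many GO terms, and 2 gave as many lists; with the replicate block 1 of the 4, the real one, gave as many genes with an adjusted p under 0.05 (84, against 0 in the others).

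Genes measured in the paper by qPCR or ISH had these RNA-seq log2 fold changes: acta2 1.64 (standard error 0.51, adjusted p = 0.366 from edgeR, past the unadjusted threshold and higher in 3 of 3 pairs; 1.47, standard error 0.23 and adjusted p = 0.0481 from edgeR with the replicate block, and an adjusted p between 1.75e-07 and 0.643 over the alternatives), runx1 1.06 (0.47), nppb 0.58 (0.62), bmp3 0.53 (0.36), ccnd1 0.42 (0.29), ccnb1 0.36 (0.37), hand2 0.30 (0.23), nfatc1 0.10 (0.30), gata5 0.07 (0.21), cdk1 -0.03 (0.24), nppa -0.05 (0.34), cdk4 -0.13 (0.21), bmp10 -0.18 (0.46) and gata4 -0.48 (0.56), with standard errors in parentheses. Without replicate 2 of the tbx20-overexpressing group acta2 was at 1.08 and did not pass, and gata4 was at 0.28 without replicate 1 of the control group. In the blocked fit runx1 also passed the unadjusted threshold (1.03, standard error 0.36).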
